# SOX17-positive rete testis epithelium is required for Sertoli valve formation and normal spermiogenesis in the male mouse

**DOI:** 10.1038/s41467-022-35465-1

**Published:** 2022-12-21

**Authors:** Aya Uchida, Kenya Imaimatsu, Honoka Suzuki, Xiao Han, Hiroki Ushioda, Mami Uemura, Kasane Imura-Kishi, Ryuji Hiramatsu, Hinako M. Takase, Yoshikazu Hirate, Atsuo Ogura, Masami Kanai-Azuma, Akihiko Kudo, Yoshiakira Kanai

**Keywords:** Urinary tract, Morphogenesis, Reproductive biology

## Abstract

Seminiferous tubules (STs) in the mammalian testes are connected to the rete testis (RT) via a Sertoli valve (SV). Spermatozoa produced in the STs are released into the tubular luminal fluid and passively transported through the SV into the RT. However, the physiological functions of the RT and SV remain unclear. Here, we identified the expression of *Sox17* in RT epithelia. The SV valve was disrupted before puberty in RT-specific *Sox17* conditional knockout (*Sox17-*cKO) male mice. This induced a backflow of RT fluid into the STs, which caused aberrant detachment of immature spermatids. RT of *Sox17-*cKO mice had reduced expression levels of various growth factor genes, which presumably support SV formation. When transplanted next to the *Sox17*^+^ RT, Sertoli cells of *Sox17-*cKO mice reconstructed the SV and supported proper spermiogenesis in the STs. This study highlights the novel and unexpected modulatory roles of the RT in SV valve formation and spermatogenesis in mouse testes, as a downstream action of *Sox17*.

## Abstract (web summary)

A valve-like structure called this Sertoli valve (SV) supports spermatogenesis by modulating the directional fluid flow in mouse testis. The SV formation is supported by its neighboring SOX17 + rete testis (RT). This study highlights the essential roles of RT and SV in spermatogenesis.

## Introduction

A pool of undifferentiated spermatogonia (A_undiff_) resides within the basal compartment of the convoluted seminiferous tubules (STs) in mammalian testes, supporting continuous spermatogenesis throughout adulthood^1^. A_undiff_ population encompasses Spermatogonial stem cells (SSCs) as a subpopulation. Self-renewal of the SSCs is supported in the niche that serves a growth factor milieu, represented as Glial cell line-derived neurotrophic factor (GDNF) and fibroblast growth factors (FGFs)^2–5^. Upon exposure to retinoic acid (RA), differentiating spermatogonia (A_diff_) are recruited from the A_undiff_ pool^6–9^. A_diff_ then differentiates into preleptotene spermatocytes to initiate meiosis while translocating into the adluminal compartment of the ST^9–11^. The initiation of meiosis is mediated by RA which upregulates *Stimulated by retinoic acid gene 8 (Stra8)* expression^12^. After completing meiosis, haploid round spermatids differentiate into elongated spermatids that subsequently undergo final morphological differentiation into spermatozoa (*i.e*., spermiogenesis)^13^. While developing spermatids are tightly anchored to the apical surfaces of Sertoli cells, fully differentiated spermatozoa are released into the lumen of the ST (*i.e*., spermiation) upon exposure to RA, and are passively transported by the luminal fluid towards the RT^9,13^.

In various vertebrate species including mammals, the RT serves as a channel for sperm transport from the ST to the efferent duct^14,15^. Its epithelium consists of a single layer of cuboidal epithelial cells with microvilli and primary cilium on the apical surface in mice. The RT epithelium expresses markers for gonadal somatic cells such as SRY-Box transcription factor 9 (SOX9), GATA binding protein 4 (GATA4), and nuclear receptor subfamily 5 group A member 1 (NR5A1; also known as SF1)^16–20^. Whereas it is uniquely distinguished by the ubiquitous expression of paired box 8 (PAX8) and cadherin-1 (CDH1), together with its partial expression of keratin-8 (KRT8)^16–20^. Recent studies have started shedding light on the embryonic development of RT^16,19,20^. However, apart from its well-appreciated roles in sperm transport, little is known about the contributions of the RT to testicular structure and function in male sexual maturation.

A valve is a structure conventionally found in the cardiovascular and lymphatic circulatory systems^8^. It passively creates unidirectional flow in the channel, thus preventing retrograde flow in the system^21,22^. Deformation of a valve affects the channel geometry, which in turn decreases intraluminal pressure, causing valve regurgitation^8^. As an organ with active oscillatory fluid flow^23^, the mammalian testis forms a valve-like structure called the Sertoli valve (SV) at the terminal end of each ST around the peripubertal period^24–27^. The SV is constructed by ‘modified’ Sertoli cells with constitutively high expression of phosphorylated AKT (p-AKT); cytoplasmic processes filled with acetylated tubulin-positive (ace-TUB^+^) microtubular bundles protrude toward the RT lumen to form a valve-like structure^24–27^. Intriguingly, the SV epithelia serve as an anatomical niche for A_undiff_^24^. This process is mediated by local repression of RA-induced germ cell differentiation and constitutively high expression of mitogens for A_undiff_, supporting their self-renewal (*i.e*., FGFs and GDNF)^2–5,25^. The Sertoli cells constituting the SV are non-cell-autonomously specified by the adjacent RT^25^. This suggests a paracrine-related mechanism in the SV epithelia involving the adjacent RT. Based on its morphology, the SV may prevent the reflux of seminiferous tubular fluid and spermatozoa from the RT back to the ST^28,29^. Although the SV and RT are phylogenetically conserved structures across mammalian species^26^, the physical and physiological roles of the RT and the SV remain largely unknown.

In this study, we identified the expression of *SRY-delated HMG box factor-17 (Sox17)* in RT epithelial cells and demonstrated its crucial roles in the formation of the SV and spermiogenesis in upstream STs. This study provides the first direct evidence that the RT orchestrates spermatogenesis in the ST, and sheds further light on the indispensable role of the SV in the testicular fluid dynamics of the testes.

## Results

### SOX17 expression in the RT epithelia

We have previously shown that the RT, SV, and ST have regionally distinct transcriptome profiles^25^. We identified region-specific upregulation of *Sox17* in the RT (Fig. 1a, b). SOX17 is expressed in RT epithelial cells, as indicated by CDH1 and KRT8 (Fig. 1b, Supplementary Fig. 1a–g) but not in other cells of “gonadosomatic lineage”, such as Sertoli, Leydig, and peritubular myoid cells (Fig. 1b, Supplementary Fig. 1e–g). No *Sox17* signals were observed in the epithelia of the efferent ducts and epididymis, except for the vascular endothelial cells therein^30,31^ (Supplementary Fig. 1a–e). SOX17^+^ RT epithelial cells become evident during E15.5 to 16.5 (Supplementary Fig. 2), leading to the major cell population in the RT after birth that accounts for 70–80% of the total RT epithelial cell population (68.4 ± 2.3%; 79.0 ± 0.8%, 85.4 ± 4.2% at 1, 2, and 4-week old; *n* = 3 each). The proportion of SOX17^+^ RT epithelial cells was similar between germ cell-deficient *W/W*^v^ mutant mice and C57BL/6 wild-type controls (Supplementary Fig. 3a, b), suggesting that *Sox17* expression in the RT is independent of germ cells.

**Fig. 1:**
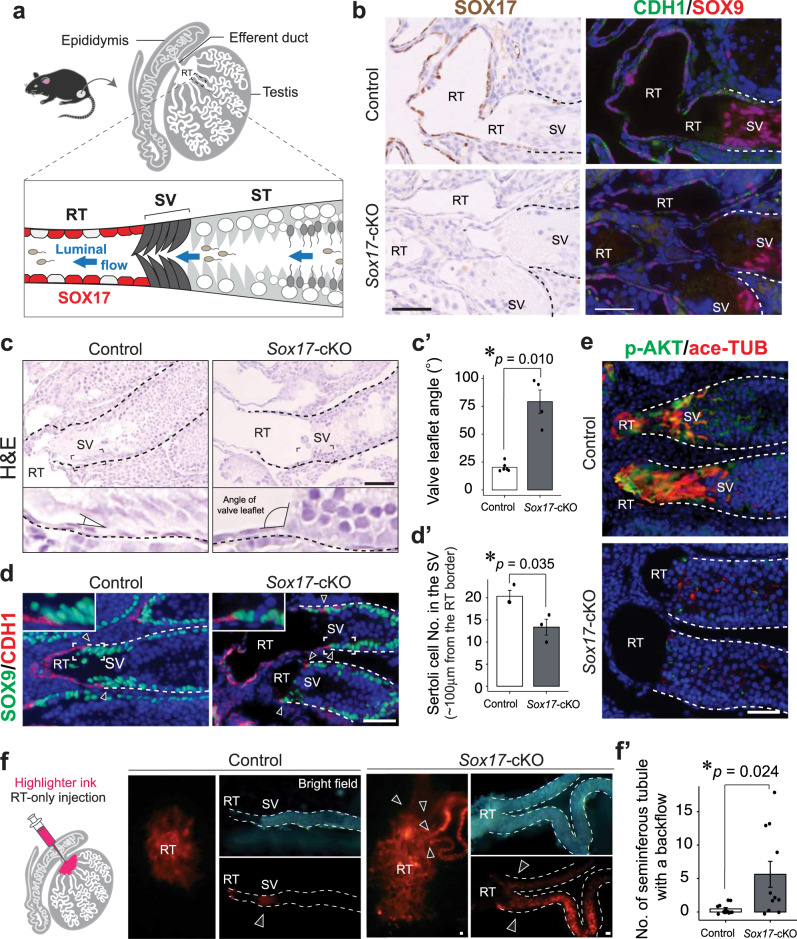
Deformation of the SV in *Sox17-*cKO mice. **a** Schematic illustration of the RT, SV, and ST. **b** SOX17, SOX9 (Sertoli cell & RT marker), and CDH1 (RT marker) immunostaining of two serial sections showing the RT-SV junction at 4 weeks of age. **c** H&E staining showing disrupted geometry of the SV, with an increase in the valve leaflet angle seen in 4-week-old *Sox17-*cKO mice (**c**′). Control *n* = 6. *Sox17-*cKO *n* = 4. **d** SOX9 and CDH1 immunostaining showing reduced Sertoli cell density in the putative SV region in *Sox17-*cKO testis (**d**′). Control *n* = 3. *Sox17-*cKO *n* = 3. **e** SV-specific signals of acetylated tubulin (ace-TUB) and phosphorylated AKT (p-AKT) immunoreactivity were decreased in *Sox17-*cKO mice compared to the controls. **f** Schematic illustration of the injection of dye only into the RT, and surface views of the RT (left) and isolated SV fragments from the testis of which RT was injected with dye (right). The number of labeled STs per testis (i.e., the incidence of fluid backflow from the RT to the ST beyond the SV) increased significantly in *Sox17-*cKO compared to the controls (**f**′). Control *n* = 13. *Sox17-*cKO *n* = 11. Insets show magnified images of the region surrounded by broken rectangles (**c**, **d**). Data are mean ± s.e.m. Comparisons were made using a two-tailed unpaired Student’s *t* test (**c'**, **d'**, **f'**). *P < 0.05. Arrowhead, RT border; broken line, tubular wall; RT, rete testis, SV, Sertoli valve, ST, convoluted seminiferous tubule. “*n*” represents the number of biological replicates. Scale bars, 50 μm.

### Defective SV formation in *Sox17*-cKO mice

Given the unique expression of *Sox17* in the RT, we sought to determine whether loss of *Sox17* in the RT affects testicular homeostasis. Since the RT epithelia are the only cell population expressing *Sox17* among the gonadosomatic lineage (denoted “*Nr5a1*”) (Supplementary Fig. 3c)^15–19^, we produced *Nr5a1Cre:Sox17*^*flox/flox*^ (*Sox17-*cKO) mice to deplete *Sox17* in the RT epithelia. Successful deletion of *Sox17* in the RT epithelial cells was demonstrated both in protein (Fig. 1b) and mRNA levels (Supplementary Fig. 3d) in *Sox17-*cKO mice, while no appreciable influence was observed on their expression in other cell types (Supplementary Fig. 3d′). The RT epithelial cells depleted of *Sox17* still showed the expression of RT markers, such as SOX9, CDH1, KRT8, PAX8, and GATA4 (Fig. 1b, Supplementary Fig. 4a) and did not exhibit obvious morphological or proliferative defects in the peripubertal period (Supplementary Fig. 4b–d).

Considering that the SV region is non-cell-autonomously specified by the RT^25^, we hypothesized that the function of the RT in the SV formation could be impaired in *Sox17-*cKO mice. To test this hypothesis, we examined the phenotype of the SV in 4-week-old *Sox17-*cKO, as the formation of the valve-like structure is completed at this time^25^. Histological analysis revealed that the valve-like structure of the mutant SV was disrupted (Fig. 1c, d). In the normal SV, the valve leaflet is always tilted toward the RT lumen corresponding with the directional luminal fluid flow from the ST to the RT^32^, which is represented as their small angles on the outer tubular surface (less than 30 degrees; Fig. 1c). However, the valve-like structure of the mutant SV was disrupted, in which the angle of the valve leaflet was larger in *Sox17-*cKO than in control animals (Fig. 1c) that implicate the backflow of the fluid from the RT to ST^32^. Concomitantly, the number of Sertoli cells in the putative SV region (~100 μm from the RT) decreased significantly in the mutant mice (Fig. 1d). Few SV-specific ace-TUB and p-AKT signals were detected in the mutant SV, as only a small amount of Sertoli cell cytoplasm protruded towards the RT lumen (Fig. 1e). When the dye was injected into the RT under low pressure, the SV blocked retrograde infusion of the dye thereof into the ST (arrows in Fig. 1f). However, *Sox17-*cKO mice often showed dye backflow from the RT into the ST (Fig. 1f), indicating an impaired function of the SV. Transmission electron microscopy (TEM) confirmed the reduced number of microtubule bundles in the mutant SV Sertoli cells (blue asterisks in Fig. 2a) but also revealed the ectopic formation of actin-based tight junctions (*i.e*., ectoplasmic specialization; red arrows in Fig. 2a), which is not normally observed in modified Sertoli cells in the SV^26,33–35^. Notably, spermatocytes were ectopically observed in the adluminal compartment of the mutant SV (Fig. 2a–c), suggesting that the disrupted microenvironment of the *Sox17-*cKO SV permits the differentiation of its local spermatogonia^25^. Taken together, these data suggest that *Sox17*^+^ RT epithelia contribute to the proper formation of the SV, presumably in a paracrine manner.

**Fig. 2:**
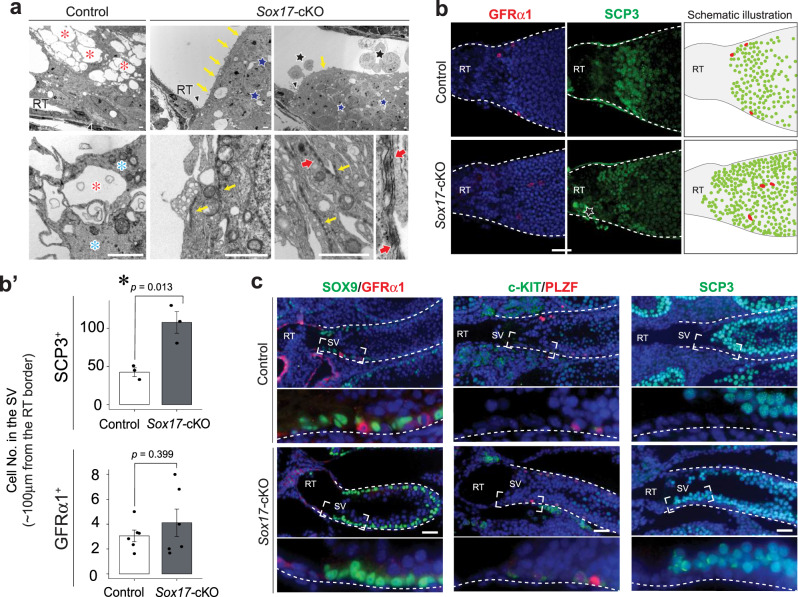
Spermatocytes in the SV of *Sox17-*cKO mice. **a** Transmission electron microscopy (TEM) of Sertoli cells on the border of the RT. Sertoli cells located within the putative SV region in *Sox17-*cKO testes harbored spermatocytes (blue stars) packed into apical cell processes with adherence junction (yellow arrows) constructing ectoplasmic specialization (red arrows), which is not normally observed in SV Sertoli cells. In contrast, SV Sertoli cells in the control did not support spermatocytes, and their cytoplasm was enriched with microtubule bundles (blue asterisk), forming multiple large vacuoles facing the tubular lumen (red asterisk). **b** Whole-mount immunohistochemistry of SCP3 (spermatocyte marker) and GFRα1 (A_undiff_ marker) and schematic illustration of the SV fragments with their quantification (**b**′). Spermatocytes were observed up to the edge of the SV in *Sox17-*cKO mice, while the distribution pattern of A_undiff_ in the putative SV region did not significantly differ between the *Sox17*-cKO and control groups. SCP3: Control *n* = 3, *Sox17-*cKO *n* = 3, GFRα1: Control *n* = 6, *Sox17-*cKO *n* = 6. **c** GFRα1, SOX9, PLZF (A_undiff_ marker), cKIT (A_diff_ marker), and SCP3 immunostaining of three serial testis sections from 4-week-old *Sox17-*cKO mice and their littermate controls. SV epithelia in the control support A_undiff_, whereas the putative SV epithelia in *Sox17-*cKO mice support spermatocytes together with A_diff_. Lower panels in **c** represent magnified images of the region surrounded by broken rectangles in the upper panels. Data are mean ± s.e.m. Comparisons were made using a two-tailed unpaired Student’s *t* test (**b**′). *P < 0.05. Broken line, outlines of the ST; A_undiff_: undifferentiated spermatogonia; A_diff_: differentiating spermatogonia, RT: rete testis, SV: Sertoli valve. “*n*” represents the number of biological replicates. Scale bars, 2 μm (**a**), 50 μm (**b**, **c**).

### Comprehensive molecular characterization of the *Sox17-*cKO mouse testis by scRNA-seq

To check for initial defects in the RT and SVs of *Sox17-*cKO testes, we performed single-cell RNA sequencing (scRNA-seq) on the proximal part of the testes collected from the control and cKO testes at P14 (Fig. 3a). 

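The part of the testis that holds the RT and the adjacent seminiferous tubules was dissected at P14, and its dissociated cells were captured in droplets with the 10x Genomics 3' kit, in which each captured RNA molecule receives a unique molecular identifier (UMI), so that counts are counts of molecules. There were 4 libraries, control 1 and 2 and *Sox17*-cKO 1 and 2, each made from the pooled cells of 3 pups with 5000 cells targeted. Each genotype therefore has 2 replicates, and the pups within a library cannot be separated. In the *Sox17*-cKO mice, floxed *Sox17* alleles are recombined by a Cre recombinase under the control of *Nr5a1* (SF1) sequences. The methods describe the control mice as littermates with floxed alleles, whereas the sample records give the controls the Cre transgene, and the records also name an earlier version of the capture kit than the methods. Which exons the floxed allele loses is not named in the paper's text, so a UMI counted for *Sox17* does not show that the transcript was intact.
The authors deposited the UMI count of each gene in each barcode, without normalization, made with Cell Ranger against mm10. The count tables carry version 6.0.2 for control 1 and *Sox17*-cKO 1 and version 6.1.2 for control 2 and *Sox17*-cKO 2, so that the replicate number coincides with a processing difference. The libraries held 13364 barcodes in control 1, 9388 in control 2, 12262 in *Sox17*-cKO 1 and 10987 in *Sox17*-cKO 2, with between 89969877 and 107203219 UMIs per library. Genes are listed by symbol and Ensembl identifier, and 30934 of the identifiers (99.6%) were found in GENCODE vM21, whose GRCm38 coordinates are given for the genes named. After clustering, the UMIs of all cells of a class were summed within each library, and the sums were compared between genotypes with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The libraries, not the cells, were the replicates. A log2 fold change is that of *Sox17*-cKO over control unless 2 classes are named. Levels are UMIs of the gene per 1000000 UMIs of the class (CPM) in one library. A permutation of 2 libraries against 2 cannot give a two-sided p below 0.333.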

After filtering out low-quality cells and doublets, 22,167 cells were retained for subsequent analysis. 

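Of 46001 barcodes, 22567 had from 1000 to 4500 detected genes and were retained, which were 6135 in control 1, 5174 in control 2, 5652 in *Sox17*-cKO 1 and 5606 in *Sox17*-cKO 2. The number below this range was 15606 and the number above it was 7828. A retained cell had a median of 6027 UMIs in control 1, 7872 in control 2, 5040 in *Sox17*-cKO 1 and 6420.5 in *Sox17*-cKO 2. Doublets were called with Scrublet on all barcodes of each library. It called 208 barcodes in control 2 (2.22%), 330 in *Sox17*-cKO 2 (3.00%), and 0 in control 1 and in *Sox17*-cKO 1. At 0.8% per 1000 barcodes, 7.51%, 8.79%, 10.7% and 9.81% would be expected in the same order, so the calls fell short in every library. Among the retained cells 43 in control 2 and 104 in *Sox17*-cKO 2 carried such a call. They were kept, and their removal was tried as an alternative.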

First, we employed a nonlinear dimensionality-reduction technique called Uniform Manifold Approximation and Projection (UMAP) to visualize the data^36^. As a result, we identified cell clusters corresponding to twenty distinct cell types (Fig. 3a, Supplementary Fig. 5). 

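Clustering of the retained cells on 20 principal components at a resolution of 0.4, after integration of the libraries on 2000 variable genes, gave 21 clusters. The 96 genes whose values are reported for single classes, the RT markers and the ligand and receptor families were left out of the variable genes, so that they did not shape the clusters. Clusters were named from lists of marker genes. There were 3 Sertoli-like clusters with 5997 cells, 6 germ-like with 6749, 5 interstitial-like with 7162, and 1 each that was SV Sertoli-like (cluster 15, 234 cells), RT-like (cluster 17, 228 cells), Leydig-like (231), macrophage-like (295) and endothelial-like (72). The leading genes of cluster 17 were *1500015O10Rik*, *Rmst* and *Tgfb2*, and those of cluster 15 were *Wfdc18*, *Tesc* and *Tnfrsf12a*. A pair of clusters was left unnamed. Mitochondrial genes led cluster 6 (1582 cells), whose median share of mitochondrial UMIs was 32.3%, and *Slpi*, *Upk3b* and *Msln* led cluster 20 (17 cells). One of the clusters named Sertoli-like, cluster 10, also had a high median share of 30.2% and was spread unevenly, with 237, 28, 423 and 109 of its 797 cells in control 1, control 2, *Sox17*-cKO 1 and *Sox17*-cKO 2, and its cells are part of every Sertoli comparison. The order in which the libraries enter the integration mattered. The control libraries came first here, and with the *Sox17*-cKO libraries first, an alternative added after the data were seen, there were 20 clusters, of which the RT-like one held 227 cells and the SV Sertoli-like one 223. Without integration of the libraries the RT-like class held 226 cells and the SV Sertoli-like class 337, or 354 with the genes entered in another order. Below 10% mitochondrial UMIs, a limit chosen after the data were seen, 178 RT-like and 190 SV Sertoli-like cells were left.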

Visualization of the sample origin in the UMAP plot showed subtle alteration in their cell distribution in each sample (Fig. 3b, Supplementary Fig. 5a, b). 

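Classes were counted in each library as a share of its retained cells, with exact (Clopper-Pearson) 95% intervals for the counting error. Sertoli-like cells of all clusters made up 32.4% of control 1 (31.2 to 33.6) and 19.2% of control 2 (18.2 to 20.3), against 31.8% of *Sox17*-cKO 1 (30.6 to 33.0) and 25.9% of *Sox17*-cKO 2 (24.8 to 27.1). Germ-like cells were 39.0% and 24.3% of the control libraries and 34.4% and 20.7% of the *Sox17*-cKO libraries. Interstitial-like cells were 18.9% of control 1 and 15.9% of *Sox17*-cKO 1, but 49.9% of control 2 and 45.0% of *Sox17*-cKO 2. RT-like cells were 0.587% of control 1 (0.411 to 0.812), 1.41% of control 2 (1.11 to 1.77), 0.584% of *Sox17*-cKO 1 (0.402 to 0.819) and 1.53% of *Sox17*-cKO 2 (1.23 to 1.89). The unnamed clusters held 8.36% and 1.24% of the control libraries and 15.2% and 2.87% of the *Sox17*-cKO libraries. The shares thus differed more between the replicates of one genotype than between the genotypes, and for no class was the exact permutation p over the 4 libraries below 0.667, where 0.333 is the smallest possible.

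**Figure D1:**
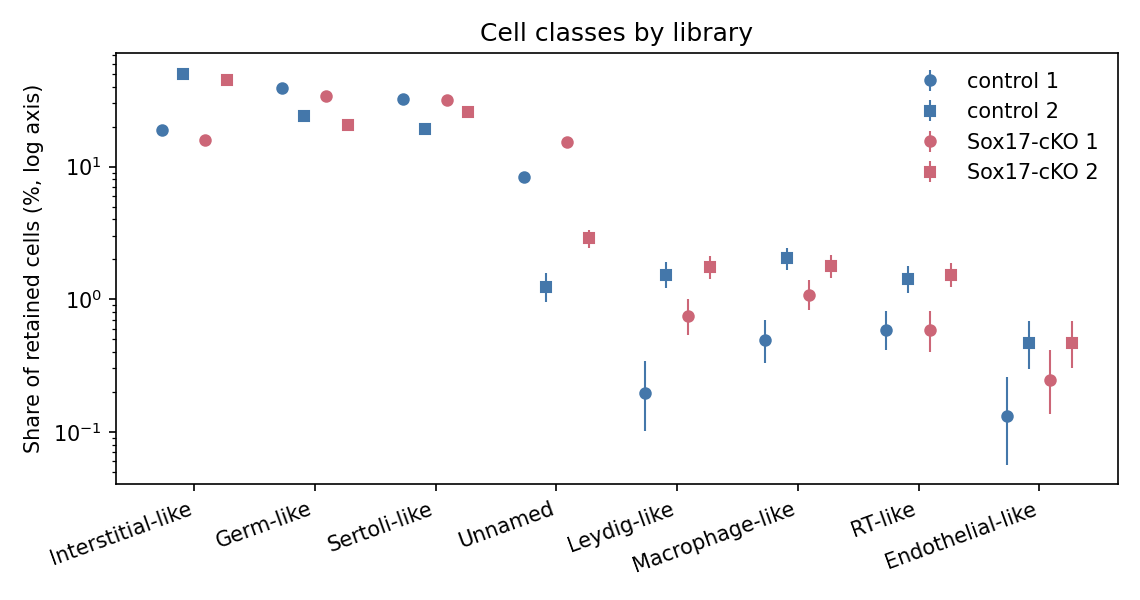
Share of retained cells (%, log axis) in each class. A point marks each of the 4 libraries (circles for replicate 1, squares for replicate 2), with exact 95% intervals for counting error. The interstitial-like share is 18.9% and 15.9% in the replicates numbered 1 and 49.9% and 45.0% in those numbered 2.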

To identify cell clusters corresponding to the RT epithelial cells and Sertoli cells, we next performed a differentially expressed gene (DEG) analysis to examine enriched gene expression in each cluster (Supplementary Data 1). As a result, we identified the distinct expression of *Sox9* in 1, 2, 10, 16, and 18 (Fig. 3c, d, Supplementary Fig. 5c–e). Among them, cluster 16 was distinguished by the high expression of both *Pax8, Cdh1, Krt8*, and *Sox17* (Fig. 3c–e, Supplementary Fig. 5c), while *Sox17* expression was specifically decreased in cluster 16 (*Pecam1*^*−*^*/Pax8*^+^) of *Sox17-cKO* samples (Fig. 3e). These data suggest that cluster 16 defines the RT epithelial cells, while clusters 1, 2, 10, and 18 represent Sertoli cells, as indicated by their distinct transcriptome profiles (Supplementary Fig. 5c, d). 

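*Sox9* (ENSMUSG00000000567, chromosome 11 of GRCm38 from 112782224 to 112787760) had 718 UMIs in the RT-like cells and 13295 in the Sertoli-like cells of all clusters. Its level was 380 ± 105 CPM (SD, n = 4 libraries) in RT-like cells, 359 ± 69.9 CPM in all Sertoli-like cells and 454 ± 94.0 CPM in the SV Sertoli-like cells among them. In classes outside these it was 23.5 ± 5.80 CPM in interstitial-like, 14.7 ± 6.67 CPM in germ-like, 18.0 ± 6.98 CPM in macrophage-like and 8.29 ± 8.17 CPM in Leydig-like cells, and 1 UMI was counted in endothelial-like cells. Between RT-like and Sertoli-like cells, with the library as a block, the log2 fold change of *Sox9* was -0.20 (standard error 0.156, adjusted p = 0.289, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference not larger than the spread between libraries. *Sox9* was on the list used to name Sertoli-like cells, but not on that for RT-like cells. The sign was not stable, since it was 0.01 without control 1 and 0.05 when only cells below 10% mitochondrial UMIs were kept, a limit chosen after the data were seen.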

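The genes in question were compared between the RT-like cells and the Sertoli-like cells of all clusters, with 8 sums in all, 2 from each library, and with the library as a block. *Pax8* (ENSMUSG00000026976, chromosome 2, 24420560 to 24475599) was higher in RT-like cells by a log2 fold change of 8.67 (standard error 0.223, adjusted p = 9.5e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdh1* (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246) was higher by 7.37 (standard error 0.287, adjusted p = 3.9e-18), and *Krt8* (ENSMUSG00000049382, chromosome 15, 101996698 to 102004482) by 7.58 (standard error 0.273, adjusted p = 6.8e-19). For *Sox17* (ENSMUSG00000025902, chromosome 1, 4490931 to 4497354) the value was 8.69 (standard error 0.303, adjusted p = 3.2e-19). Each was higher in RT-like cells in 4 of 4 libraries. Over the alternatives the value for *Sox17* lay between 7.95, without control 1, and 8.99, without control 2.
By genotype, *Sox17* in RT-like cells had 94 UMIs in control 1 and 180 in control 2, against 11 in *Sox17*-cKO 1 and 23 in *Sox17*-cKO 2, which were levels of 356 and 312 CPM against 45.5 and 34.6 CPM. The log2 fold change was -3.14 (standard error 0.334, adjusted p = 0.0179, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was past the threshold in all 14 alternatives, between -3.30 without *Sox17*-cKO 1 and -2.89 without *Sox17*-cKO 2. Removal of Scrublet doublets, the reported genes kept in clustering and a resolution of 0.8 left the RT-like cells unchanged. These alternatives therefore could not move the value. In germ-like cells *Sox17* was at most 0.778 CPM in any library. The endothelial-like cells, which were few (8, 24, 14 and 26 cells in control 1, control 2, *Sox17*-cKO 1 and *Sox17*-cKO 2), had 33 and 62 *Sox17* UMIs in the controls and 10 and 18 in the *Sox17*-cKO libraries, or 508 and 344 CPM against 102 and 101 CPM. The log2 fold change there was -2.03 (standard error 0.428, unadjusted p = 0.000485, adjusted p = 0.476 over 2736 genes). It was not past the threshold, but it was in 3 of 14 alternatives, among them without control 2 (-2.28, adjusted p = 0.0173) and with no filter on low counts (-2.00, adjusted p = 0.0484), and adjusted p ranged from 0.0173 to 0.749 over the alternatives. Cells with at least 10 *Sox17* UMIs, 2 in each control, held 24 of the 33 and 43 of the 62 UMIs. The difference between the changes in RT-like and endothelial-like cells, tested as an interaction after the data were seen, was -1.14 (standard error 0.475, unadjusted p = 0.0228, adjusted p = 0.715 over 5403 genes), and -1.05 (unadjusted p = 0.0365) with the *Sox17*-cKO libraries entered first into the integration.

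**Figure D2:**
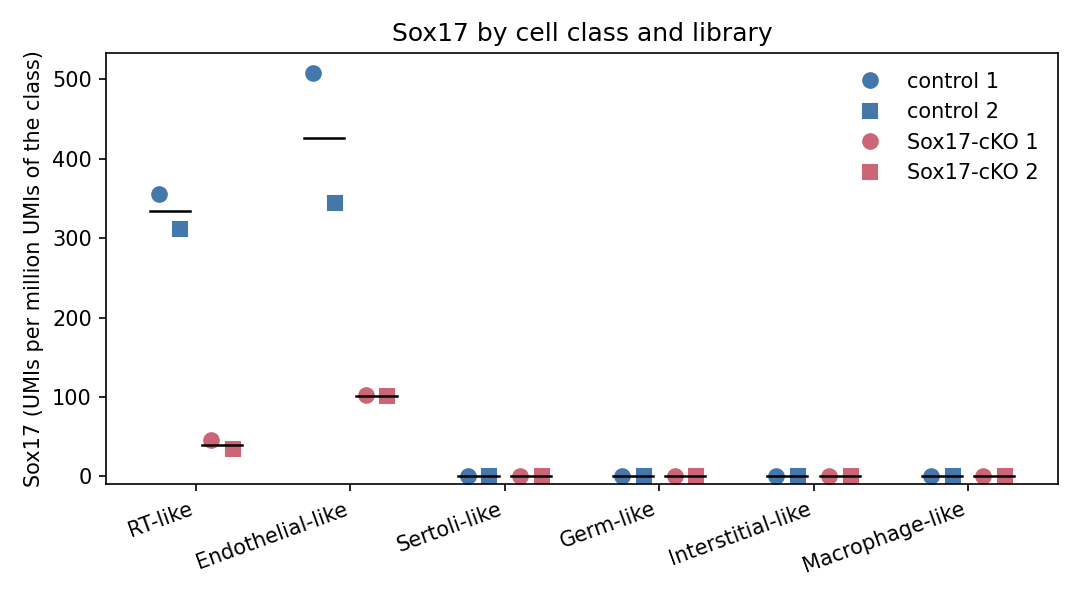
*Sox17* level (CPM) in each library, by class and genotype, with circles for replicate 1, squares for replicate 2 and black bars for the mean of the 2 libraries. RT-like cells lie at 356 and 312 CPM in the controls and at 45.5 and 34.6 CPM in the *Sox17*-cKO libraries, and endothelial-like cells at 508 and 344 CPM and at 102 and 101 CPM.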

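Over all 12754 genes tested between RT-like and Sertoli-like cells, 6556 were past the threshold, of which 2936 were higher in RT-like cells and 3620 were lower. DESeq2 called 5386, of which 5316 were among these, with 2876 higher and 2510 lower, and below 10% mitochondrial UMIs 2752 were higher and 2627 lower, so which direction held more genes depended on the method. Those higher with the smallest adjusted p were *Rmst* (log2 fold change 10.03, standard error 0.241), *1500015O10Rik*, *Plscr2* (8.23, standard error 0.217) and *Mia* (9.53, standard error 0.268), next to *Pax8*. Those lower were *Tubb3* (-4.94, standard error 0.211), *Inha* (-5.18, standard error 0.239), *Defb36* (-5.15, standard error 0.241), *Smpx* (-5.13, standard error 0.242) and *4933402E13Rik* (-5.40, standard error 0.261), the last of which had an adjusted p of 4.7e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Amh* (ENSMUSG00000035262) had 1270 UMIs in the Sertoli-like cells and 0 in the RT-like cells, so that its level was at least 20.6-fold lower in RT-like cells when a floor of 3 counts over the class is set. *Wt1*, with a log2 fold change of 0.17 (standard error 0.159, adjusted p = 0.402), and *Gata4*, with -0.20 (standard error 0.173, adjusted p = 0.358), did not differ by more than the spread between libraries, but *Wt1* was past the threshold (0.67, adjusted p = 0.00266) below 10% mitochondrial UMIs, a limit chosen after the data were seen. *Nr5a1* was lower in RT-like cells (-1.07, standard error 0.198, adjusted p = 5.0e-05). *Krt8*, *Cdh1*, *Pax8*, *Wt1*, *Gata4*, *Nr5a1*, *Amh* and *Defb36* were among the lists used to name the 2 classes, so their values are not independent of the names, whereas *Sox17* was not used.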

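The endothelial-like cluster was led by *Cldn5*, *Ptprb* and *Pecam1*. *Pecam1* (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628) was at 793 ± 140 CPM (SD, n = 4 libraries) in these cells and at 1.07 ± 0.309 CPM in germ-like cells, and it was on the list used to name the class. Of the classes outside the RT-like and Sertoli-like cells, germ-like, interstitial-like, macrophage-like and endothelial-like cells were tested between the genotypes, Leydig-like cells were not, and no gene was past the threshold in the classes tested. In germ-like cells 14054 genes were tested, 25 had an unadjusted p under 0.05 and DESeq2 called 0. In interstitial-like cells the numbers were 13696 and 58, and DESeq2 called 1 gene, *Hspa1a*, which was lower in the *Sox17*-cKO libraries and is named after its values were seen. In macrophage-like cells they were 6763 and 69, with 0 called by DESeq2, and in endothelial-like cells 2736 and 92, with 2 called by DESeq2. With no filter on low counts the numbers past the threshold were 3 in germ-like, 13 in interstitial-like, 9 in macrophage-like and 12 in endothelial-like cells. Without control 1, control 2, *Sox17*-cKO 1 and *Sox17*-cKO 2 in turn they were 1, 2, 5 and 4 in germ-like, 0, 1, 0 and 0 in interstitial-like, 7, 0, 13 and 16 in macrophage-like and 2, 16, 8 and 15 in endothelial-like cells.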

Aside from clusters 1, 2, 10, 16, and 18, we identified clusters 4–6, 8, 9, 11, 12 as germ cells, clusters 0, 3, 7, 15, and 17 as testicular interstitial cells, cluster 19 as endothelial cells, and cluster 13 as macrophages by using the representative marker genes for each cell types as a reference (Supplementary Fig. 5e, f).

**Fig. 3:**
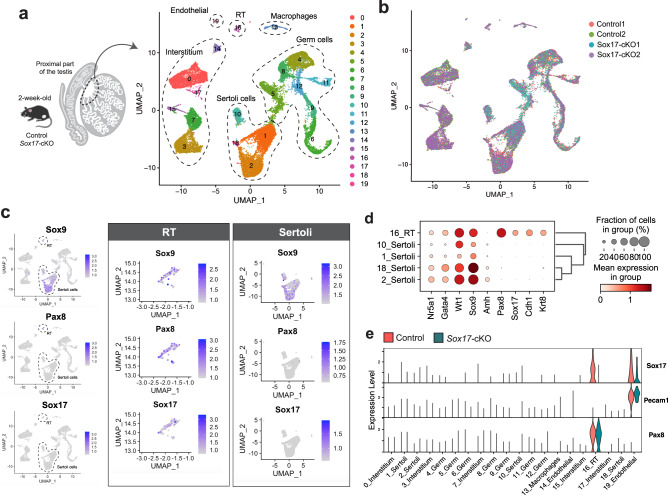
Molecular characterization of the testis of *Sox17-*cKO mice by scRNA-seq. **a**, **b** Schematic illustration of the experiment and Uniform Manifold Approximation and Projection (UMAP) plot of cells isolated from the proximal part of the testis of P14 *Sox17-*cKO and controls, showing twenty clusters (**a**) and the distribution of cells from each sample (**b**). Control *n* = 2, *Sox17-*cKO *n* = 2. **c** UMAP plot showing the expression level of *Sox9, Pax8, and Sox17* in the control samples. The right two panels show the expression of each gene in the extracted clusters of the RT (cluster 16) and Sertoli cells (clusters 1, 2, 10, 18). **d** Dot plots representing the expression levels of marker genes for Sertoli cells (*Amh*) and RT epithelial cells (*Krt8, Pax8*) together with their common marker genes (*Nr5a1, Gata4, Wt1, Sox9*) in the clusters expressing *Sox9* shown in (**c**) (clusters 1, 2, 10, 16, 18). **e** A violin plot showing the expression level of *Sox17* in each cluster, together with *Pecam1* (vascular endothelial cell marker) and *Pax8* (RT marker). “*n*” represents the number of biological replicates.

To explore the initial effect of *Sox17* depletion, we next focused on cluster 16 that represents RT epithelial cells. Being consistent with the histological observations, the RT epithelial cells of *Sox17*-cKO mice conserved their marker gene expression (Fig. 4a). On the other hand, DEG analysis identified reduced expression levels of several genes encoding paracrine factors such as *transforming growth factor-beta 2* (*Tgfb2), R-spondin 1(Rspo1)*, and *platelet-derived growth factor subunit a* (*Pdgfa)* in the RT of *Sox17-*cKO mice (Fig. 4b, c. Supplementary Data 2). 

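In the RT-like cells, which had 36 cells in control 1, 73 in control 2, 33 in *Sox17*-cKO 1 and 86 in *Sox17*-cKO 2 with 264400, 577659, 241710 and 664875 UMIs, the marker genes were compared between the genotypes. *Pax8* had a log2 fold change of -0.24 (standard error 0.357), *Cdh1* of -0.02 (standard error 0.305) and *Krt8* of 0.61 (standard error 0.306), with adjusted p of 0.997, 0.997 and 0.926 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 1 library left out, *Pax8* ranged from -0.82 without *Sox17*-cKO 2 to 0.02 without control 2 and 0.13 without *Sox17*-cKO 1, and *Cdh1* from -0.20 without control 1 to 0.29 without control 2, with 0.08 without *Sox17*-cKO 1. Among the genes shared with Sertoli cells, *Sox9* (0.33, standard error 0.321) and *Gata4* (-0.04, standard error 0.370) also changed sign when 1 library was left out, *Sox9* to -0.10 without *Sox17*-cKO 2 (and up to 0.64 without *Sox17*-cKO 1) and *Gata4* to 0.26 without *Sox17*-cKO 1 (and down to -0.61 without *Sox17*-cKO 2). None of these values was past the threshold. *Wt1* was lower by -0.69 (standard error 0.301, unadjusted p = 0.0475, adjusted p = 0.858) and *Nr5a1* higher by 1.05 (standard error 0.462, unadjusted p = 0.0508, adjusted p = 0.873), a value that came from *Sox17*-cKO 2, with 85.7 CPM against 34.0, 29.4 and 37.2 CPM in control 1, control 2 and *Sox17*-cKO 1, and in Sertoli-like cells too *Nr5a1* was highest in *Sox17*-cKO 2 (133 CPM). Of these 7 genes none was past the threshold. With the replicate number as a block, given only as an alternative, *Wt1* was past it (-0.67, adjusted p = 0.0424 by the same test). In the test of the method on simulated data at this depth, 84.4% of genes changed by a factor of 4 were recovered. Each simulated gene took the spread between libraries fitted for its level, so recovery in the data may be lower. Smaller changes of these markers were thus often not detectable.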

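Of 6799 genes tested in RT-like cells, 6 were past the threshold and all 6 were lower in the *Sox17*-cKO libraries, while 391 had an unadjusted p under 0.05. Besides *Sox17* these were *Mme* (log2 fold change -3.15, standard error 0.310, adjusted p = 0.0143), *Sulf1* (-2.70, standard error 0.354, adjusted p = 0.0476), *BC048679*, *Ap3b2* and *Lbhd2* (-3.13, adjusted p = 0.0476, named after its values were seen), all with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. *BC048679* had 257 UMIs in the controls and 3 in the *Sox17*-cKO libraries, a ratio of 92.2 (exact 95% interval for counting error 31.2 to 450.2), and *Ap3b2*, which lies next to it on chromosome 7, had 77 and 0, at least 27.6-fold lower against a floor of 3 counts over the genotype. DESeq2 called 21 genes, 8 higher and 13 lower. With the replicate number as a block, an alternative that 2 pairs of libraries cannot settle, 275 were past the threshold, 134 higher and 141 lower. Differences between replicates 1 and 2 correlated across the genotypes in these cells (0.436), so the count of 6 depends on leaving the block out. Left out in turn, the libraries gave 11 genes without control 1, 23 without control 2, 106 without *Sox17*-cKO 1 and 68 without *Sox17*-cKO 2, and each of these sets held the 6 genes. With the *Sox17*-cKO libraries entered first into the integration, an alternative added after the data were seen, 4 of the 6 were past the threshold, without *Sulf1* (-2.77, adjusted p = 0.0515) and *Lbhd2*. The same 4 were past it without integration and with the highest doublet scores removed (also added after the data were seen), where *Sulf1* had -2.71 and adjusted p = 0.0836. The first 10 genes of Supplementary Data 2, seen there beforehand, had 7 lower and 3 higher (*Ly6e*, *Rnase12* and *Chrdl2*), of which 3 were past the threshold. *Ly6e*, *Rnase12* and *Chrdl2* were past it without control 2 (3.74, 4.18 and 2.84), without *Sox17*-cKO 1 (2.42, 2.64 and 2.38) and without *Sox17*-cKO 2 (2.45, 3.24 and 1.78). *Gm10076*, one of the 7, was lower in both pairs of libraries in all 6 classes examined, and was past the threshold without *Sox17*-cKO 1 (-3.12).
*Tgfb2* (ENSMUSG00000039239, chromosome 1, 186622792 to 186705989) had 529 and 1367 UMIs in control 1 and 2 and 194 and 1135 in *Sox17*-cKO 1 and 2, or 2001 and 2366 against 803 and 1707 CPM. Its log2 fold change was -0.84 (standard error 0.381, unadjusted p = 0.0571, adjusted p = 0.894). Both *Sox17*-cKO libraries lay below both controls, but the change was -0.40 without *Sox17*-cKO 1 and -1.48 without *Sox17*-cKO 2. With the replicate number as a block, an alternative, *Tgfb2* was past the threshold (-0.90, adjusted p = 6.39e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 2 pairs of libraries, whether that block is right stays open. *Rspo1* (ENSMUSG00000028871, chromosome 4, 124986430 to 125009099) had 35 and 60 UMIs against 4 and 4, or 132 and 104 against 16.6 and 6.02 CPM. Its log2 fold change was -3.67 (standard error 0.506, unadjusted p = 5.96e-05), and its adjusted p of 0.0507 was just short of the threshold. It was past the threshold in 8 of 14 alternatives, with adjusted p from 2.66e-13 to 0.101, among them DESeq2 (-3.63, adjusted p = 0.00181) and each left-out library (-3.46 without control 1, -3.81 without control 2, -4.26 without *Sox17*-cKO 1 and -2.81 without *Sox17*-cKO 2). *Pdgfa* (ENSMUSG00000025856, chromosome 5, 138976014 to 138997370) had 11 and 40 UMIs against 10 and 17, or 41.6 and 69.3 against 41.4 and 25.6 CPM, with 56.7 CPM on average in germ-like cells. Its log2 fold change was -0.92 (standard error 0.440, unadjusted p = 0.0675, adjusted p = 0.904), and that of replicate 1 alone was -0.07 and of replicate 2 alone -1.42. Adjusted over the list alone, that is over the 17 tested genes that the paper's text names, *Sox17* (adjusted p = 0.000134) and *Rspo1* (0.000507) were past the threshold and the others were not. The study chose several of these genes on the same libraries, so this is not independent evidence.

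**Figure D3:**
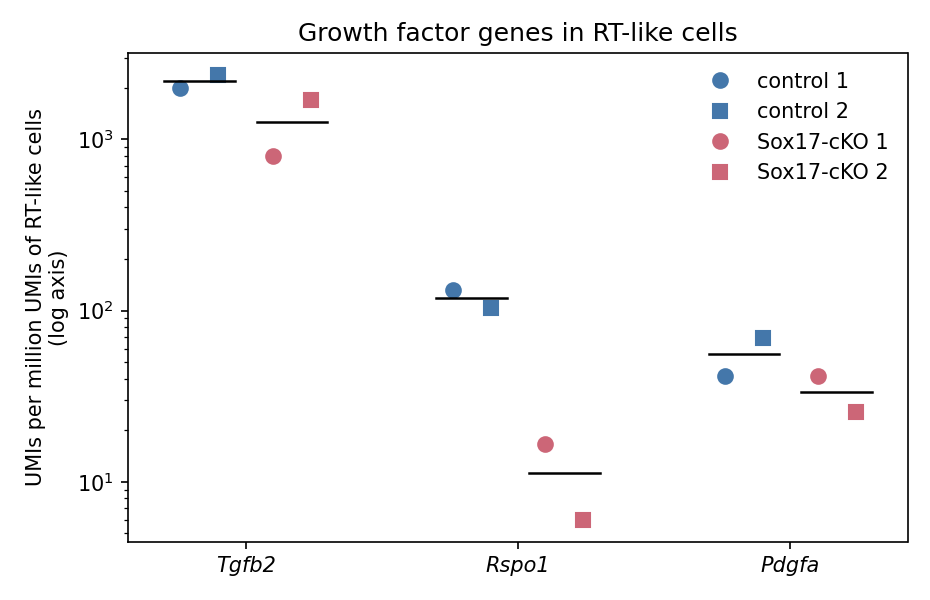
Levels (CPM, log axis) of *Tgfb2*, *Rspo1* and *Pdgfa* in the RT-like cells of each library, by genotype, with circles for replicate 1, squares for replicate 2 and black bars for the mean of the 2 libraries. *Rspo1* is at 132 and 104 CPM in the controls and at 16.6 and 6.02 CPM in the *Sox17*-cKO libraries, and the *Pdgfa* values of control 1 (41.6) and *Sox17*-cKO 1 (41.4) nearly coincide.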

Several other growth factors including *Fgf* and *Wnt* genes, such as *Fgf2*, *Fgf9*, *Fgf12*, *Wnt4*, and *Wnt5a*, also show a tendency to decrease their expression levels in *Sox17-*cKO mice (Fig. 4c), albeit with a slightly higher expression of some growth factors such as *Gdnf* and *Kitl* (Fig. 4c). 

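In RT-like cells most of these genes had few UMIs and did not pass the filter on low counts. In control 1, control 2, *Sox17*-cKO 1 and *Sox17*-cKO 2, *Fgf2* had 2, 3, 0 and 2 UMIs, *Fgf9* had 5, 12, 3 and 10, *Fgf12* had 6, 14, 2 and 4, and *Wnt4* had 2, 4, 1 and 1. As a background, *Fgf2* was at 3.94 CPM on average in RT-like cells, against 1.91 CPM in germ-like and 83.1 CPM in interstitial-like cells, and *Wnt4* was at 5.03 CPM in RT-like, 1.31 CPM in germ-like and 79.0 CPM in interstitial-like cells. *Fgf9* was at 16.8 CPM in RT-like cells and 1.37 CPM in germ-like cells, and *Fgf12* at 15.3 and 1.26 CPM. For each of these 4 genes both *Sox17*-cKO libraries lay below both controls, but on few UMIs. With no filter on low counts, their log2 fold changes were -1.43 for *Fgf2*, -0.55 for *Fgf9*, -1.83 for *Fgf12* and -1.60 for *Wnt4*, with adjusted p of 0.948, 0.948, 0.519 and 0.948 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so none was past the threshold at this depth. *Wnt5a* (ENSMUSG00000021994, chromosome 14, 28504750 to 28527448) passed the filter, with a log2 fold change of -0.31 (standard error 0.396, adjusted p = 0.997, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gdnf* (ENSMUSG00000022144) had a log2 fold change of 0.11 (standard error 0.659), which was -0.20 without control 1. *Kitl* (ENSMUSG00000019966) had a log2 fold change of -0.13 (standard error 0.368), which was 0.27 without control 2. For both the adjusted p was also 0.997.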

In situ hybridization also confirmed reduced signals of *Tgfb2*, *Rspo1*, and *Fgf9* in the RT epithelia of *Sox17-*cKO mice compared to those in the controls (Fig. 4d). These data demonstrate the decreased growth factor production in the RT of *Sox17*-cKO mice, that can impact the cells located adjacent to them: SV Sertoli cells.

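The ligand families that the section names, which are Tgfb1 to *Tgfb3*, all Wnt, all Rspo, all Fgf and *Pdgfa* to *Pdgfd* genes, hold 52 genes, of which 27 had no UMI in RT-like cells and 7 passed the filter on low counts. Of these 7, 6 were lower in the *Sox17*-cKO libraries (*Rspo1*, *Pdgfa*, *Tgfb2*, *Wnt5a*, *Pdgfd* and *Tgfb3*) and *Pdgfc* was higher (log2 fold change 1.04, standard error 0.494, adjusted p = 0.904). Their mean log2 fold change was -0.72 and the median was -0.31. The families were taken because the section reports members of them as reduced in these same 4 libraries, so a test of the set is not independent of that report. The p of limma's camera test with its preset correlation between genes was 0.0266, against 0.163 when that correlation was estimated from the data and 0.116 by the fry test. The mean came mostly from *Rspo1* (-3.67). Without it, a set chosen after the values were seen, the mean of the other 6 genes was -0.23, and the 3 genes of the set that the section does not name as reduced (*Pdgfc*, *Pdgfd* and *Tgfb3*) had a mean of 0.23, neither past 0.05 by camera or fry. The set also depended on 1 library, since without control 2 the mean was -0.26, with 2 of 7 genes higher, and was not past 0.05 by camera. Adjusted over the list alone, *Rspo1* was the 1 gene of the set past the threshold (adjusted p = 0.000417, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).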

**Fig. 4:**
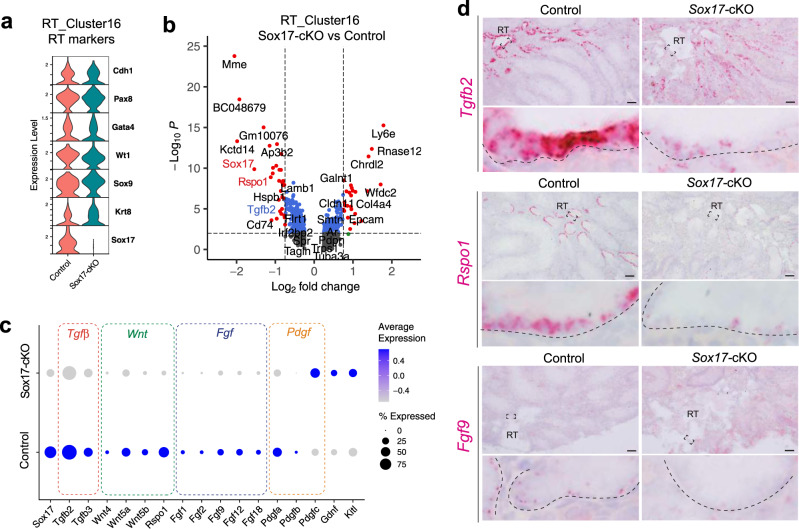
Decreased expression of various growth factor genes in the RT of *Sox17-*cKO mice. **a** Violin plots showing the conserved marker gene expression of the RT epithelial cells (cluster 16) of *Sox17-*cKO mice. **b** A volcano plot illustrating the DEGs of the RT between *Sox17-*cKO mice and the controls. **c** A dot plot representing the expression profiles of genes related to paracrine signaling in cluster 16. The expression level of several genes encoding a paracrine factor was relatively low in the RT of *Sox17-*cKO mice compared to the controls. **d** in situ hybridization of *Tgfb2, Rspo1*, and *Fgf9* in the RT of 4-week-old *Sox17-*cKO mice and the controls, confirming their reduced expression in the RT of *Sox17-*cKO mice. Lower panels in (**d)** represent magnified images of the region surrounded by broken rectangles in the upper panels. Broken line, outlines of the RT; RT, rete tests. Scale bars, 50 μm (**d**).

Noting the decreased expression of genes encoding growth factors at the RT of *Sox17*-cKO mice (*i.e*., *Tgfb, Wnt, Fgf*, and *Pdgf*), we next sought to determine which Sertoli cell population expresses the cognate receptors to receive these ligands. 

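Receptors of these ligands were compared between the SV Sertoli-like cells (66 cells in control 1, 41 in control 2, 48 in *Sox17*-cKO 1 and 79 in *Sox17*-cKO 2) and the Sertoli-like cells of the other clusters, within each library. The families *Tgfbr1* to *Tgfbr3*, all Fzd, Lgr4 to *Lgr6*, Lrp5, *Lrp6*, *Fgfr1* to *Fgfr4*, *Pdgfra* and *Pdgfrb* hold 24 genes, of which 15 passed the filter on low counts, while *Tgfbr2*, *Pdgfrb*, *Fgfr2*, *Fgfr3*, *Fgfr4*, *Lgr5* and *Lgr6* were among the 9 that did not. Of the 15, 11 were higher in SV Sertoli-like cells and 4 were lower, with a mean log2 fold change of 0.35 and a median of 0.25. The set was taken from what the section reports for these same libraries. Its camera p was 0.0492, but it was 0.295 with an estimated correlation and the fry p was 0.0822. With the doublets called by Scrublet removed, the mean was 0.23 and not past 0.05 by camera, nor was it with the highest doublet scores removed (0.19), with the *Sox17*-cKO libraries entered first into the integration (0.42), without control 2 (0.44) or without *Sox17*-cKO 1 (0.30). It was past 0.05 by limma's camera with the reported genes kept in clustering (0.40), at a resolution of 0.8 (0.34), without integration (0.39), below 10% mitochondrial UMIs (0.77, over 9 genes), without control 1 (0.41) and without *Sox17*-cKO 2 (0.45), and by fry too without integration and below 10%. With an estimated correlation it was past 0.05 in none of these. The highest doublet scores, the entry order and the limit of 10% were chosen after the data were seen. Single genes past the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were *Fzd5* (log2 fold change 0.94, adjusted p = 0.000687), *Tgfbr1* (0.89, adjusted p = 0.00100), *Fzd1* (1.25, adjusted p = 0.0232), *Tgfbr3* (2.07, adjusted p = 0.0185, but not the same way in every library) and *Fzd9*, which was lower (-2.30, adjusted p = 0.00638), besides *Fgfr1*. *Fzd1* was past the threshold in 7 of 13 alternatives, but not without control 1 (1.10) or control 2 (1.00), and *Fzd9* in 8 of 12, but not without control 1 (-1.87) or *Sox17*-cKO 2 (-2.25).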

Interestingly, Sertoli cells that constitute cluster 18 tend to have higher expression levels of genes encoding the receptors that correspond to the growth factors secreted from the RT (Fig. 5a). Among them, we appreciated the high expression of *Fgfr1* in cluster 18, which is reported to be highly expressed in the SV Sertoli cells^25^, DEG analysis of cluster 18 from other Sertoli cell clusters resulted in the identification of its unique marker genes (Fig. 5b, Supplementary Data 3), among which *Cyclin D1* (*Ccnd1)* has been reported to be a marker for the SV Sertoli cells^24^. In addition, *Hspg2* contributes to the heparan sulfate proteoglycan (HSPG) that modulates the activity of multiple diffusible factors (*e.g*., FGFs) which is enriched at the basement membrane outlining the SV^24,25^. These data suggest that cluster 18 represents Sertoli cells that comprise the SV. 

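*Fgfr1* (ENSMUSG00000031565, chromosome 8, 25513654 to 25575718) was at 20.3, 31.5, 28.1 and 48.8 CPM in the SV Sertoli-like cells of control 1, control 2, *Sox17*-cKO 1 and *Sox17*-cKO 2, and at 9.85, 7.57, 8.77 and 16.8 CPM in the Sertoli-like cells of the other clusters. The log2 fold change between the classes was 1.54 (standard error 0.290, adjusted p = 2.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the gene was higher in SV Sertoli-like cells in 4 of 4 libraries. The RT-like cells had 50.6 ± 19.6 CPM (SD, n = 4 libraries) and the interstitial-like cells 148 ± 14.8 CPM. Over all 11432 genes tested between these classes, 3327 were past the threshold, with 1687 higher and 1640 lower in SV Sertoli-like cells. The clusters were formed on counts of these same cells, so this number is not independent of the clustering. The alternative that lowered this number most kept only cells below 10% mitochondrial UMIs (2284 genes, a limit chosen after the data were seen), and DESeq2 called 2461, with 1478 higher and 983 lower. *Ccnd1* (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925) was at 114 ± 38.6 CPM in SV Sertoli-like cells and 21.6 ± 4.80 CPM in the others (log2 fold change 2.39, standard error 0.183, adjusted p = 8.8e-17). It was also at 197 ± 11.2 CPM in germ-like cells.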

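*Hspg2* (ENSMUSG00000028763, chromosome 4, 137468769 to 137570630) had 56 UMIs in the SV Sertoli-like cells and 133 in the Sertoli-like cells of the other clusters, which were means of 34.4 ± 9.61 CPM and 3.76 ± 1.14 CPM (SD, n = 4 libraries). The log2 fold change was 3.15 (standard error 0.357, adjusted p = 1.0e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in SV Sertoli-like cells in 4 of 4 libraries and between 2.40 and 3.37 over the 13 alternatives. Its level was 220 ± 18.6 CPM in interstitial-like and 508 ± 141 CPM in endothelial-like cells.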

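The SV Sertoli-like cluster was named from the first genes of Supplementary Data 3, with those of Fig. 5b and the ligands and receptors left out, and 10 of the 11 genes on that list were scored in it, without *Ccn1*, which the files hold under its earlier name *Cyr61*. Genes that did not serve for the name and had the smallest adjusted p among those higher in SV Sertoli-like cells were *Wfdc18* (log2 fold change 4.72, standard error 0.116), *Cebpd* (5.00, standard error 0.125) and *Atf3* (4.40, standard error 0.110), each with an adjusted p of 1.6e-39 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among those lower were *Cst9* (-1.76, standard error 0.0850, adjusted p = 1.3e-25), *Tsx* (-2.82, standard error 0.151), *1700018G05Rik*, *1700011M02Rik* (-1.90, standard error 0.105) and *Etd* (-1.84, standard error 0.104). Of the first 10 genes of Supplementary Data 3, whose values there were seen beforehand, all 10 were tested, higher and past the threshold, with *Ccn1* matched by its identifier, since these files hold it as *Cyr61* (5.28, adjusted p = 4.2e-39), but *Clic5*, *Igfbp3*, *Rrad* and *Rtn1* among them served for the name. Of those not used for the name, *Adamts1* had a log2 fold change of 5.57, *Nes* of 5.48, *Lbh* of 4.32, *Myc* of 6.09 and *Tgfb2* of 5.43. *Pdgfa*, at 4.46, was also higher, so that SV Sertoli-like cells held 272 *Pdgfa* UMIs in all, at 164 ± 71.0 CPM (SD, n = 4 libraries). Of the genes named in this paragraph, only *Tgfb2* and *Pdgfa* were kept out of the variable genes. The others could shape the clusters, and Supplementary Data 3 comes from these same libraries. Their values are therefore not independent support for the class.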

Consistently, UMAP representation showed that the cells expressing *Wnt4* (a representative marker gene for cluster 18, Fig. 5b) and *Cyp26a1* (a gene expressed in adult SV cells^25^) are distributed around cluster 18 (Fig. 5c). 

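*Wnt4* (ENSMUSG00000036856, chromosome 4, 137277489 to 137299726) had 27, 22, 80 and 60 UMIs in the SV Sertoli-like cells of control 1, control 2, *Sox17*-cKO 1 and *Sox17*-cKO 2, or 60.8, 69.2, 250 and 113 CPM, against 2.83, 1.89, 4.62 and 5.81 CPM in the Sertoli-like cells of the other clusters. The log2 fold change between the classes was 4.88 (standard error 0.261, adjusted p = 1.6e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cyp26a1* (ENSMUSG00000024987, chromosome 19, 37697798 to 37701536) had 2, 7, 4 and 20 UMIs in the SV Sertoli-like cells of the same libraries, or 4.51, 22.0, 12.5 and 37.5 CPM, against 11.6, 26.0, 17.1 and 23.0 CPM in the other Sertoli-like cells. Its log2 fold change was -0.00 (standard error 0.308, adjusted p = 0.999), and the level in SV Sertoli-like cells was higher in 1 of 4 libraries. No difference between the classes was detectable for this gene at this depth, and its fold change took either sign under the alternatives, from -0.58 without *Sox17*-cKO 2 to 0.29 without integration, with 0.19 without control 1, 0.08 without control 2 and 0.10 without *Sox17*-cKO 1. In germ-like cells *Cyp26a1* was at 1.68 ± 0.561 CPM (SD, n = 4 libraries), below both Sertoli-like groups.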

We further demonstrated the region-specific expression of *Wnt4* at the SV by in situ hybridization at 4-week-old mice (Fig. 5d), as well as *Cyp26a1* (Fig. 5e). As a result, Sertoli cells which express *Wnt4* and *Cyp26a1* were present even in the absence of *Sox17* at the RT (Fig. 5d, e). There are few DEGs between *Sox17-*cKO and controls in cluster 18, as well as the other three clusters at P14 (Supplementary Data 4). These data suggest that the initial specification of the SV Sertoli cells takes place regardless of *Sox17*^+^ RT, yet its absence disrupts the formation/maintenance of the valve-like structure at the SV by 4-week-old.

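Between the genotypes, 5776 genes were tested in SV Sertoli-like cells and 12504 in the Sertoli-like cells of all clusters, and by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment none was past the threshold in either. An unadjusted p under 0.05 was found for 100 genes in the former and 84 in the latter, and DESeq2 called 0 in both. With a library left out, SV Sertoli-like cells gave 13 genes without control 1, 7 without control 2, 2 without *Sox17*-cKO 1 and 9 without *Sox17*-cKO 2, and all Sertoli-like cells gave 6 without *Sox17*-cKO 1 and 2 without *Sox17*-cKO 2. On simulated data of this depth, the same test recovered 41.8% of changed genes in SV Sertoli-like and 37.8% in all Sertoli-like cells. Of those changed by a factor of 4, it recovered 74.2% and 66.7%. Simulated genes of one level all had the same spread between libraries, so recovery in the data may be lower. Of the first 10 genes of the cluster 18 sheet of Supplementary Data 4, seen there beforehand, 4 were higher (*Wnt4*, *Timp2*, *Kidins220* and *Tulp2*) and 6 lower (*Gm10076*, *Rpl37*, *Rps13*, *H3f3b*, *Rpl15* and *Rps19*). *Kidins220* had a log2 fold change of 1.30 (standard error 0.417, unadjusted p = 0.00994) and *Wnt4* of 1.39 (standard error 0.416, unadjusted p = 0.00667, adjusted p = 1.00), and *Wnt4* adjusted over the list alone, over 11 genes, had an adjusted p of 0.0734. Over all genes *Wnt4* was past the threshold without *Sox17*-cKO 2 alone (1.86, adjusted p = 0.0304, over a range from 0.0304 to 1.00). *Gm10076* (-0.93, standard error 0.557) was lower in other classes too, and was past the threshold without *Sox17*-cKO 1 (-2.48).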

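The SV Sertoli-like cells were 3.32% of all Sertoli-like cells in control 1 (exact 95% interval for counting error 2.58 to 4.21), 4.13% in control 2 (2.98 to 5.55), 2.67% in *Sox17*-cKO 1 (1.98 to 3.53) and 5.44% in *Sox17*-cKO 2 (4.33 to 6.73). The means were 3.72% and 4.05% (exact permutation test, two-sided p = 1.00). Since 0.333 is the smallest p that 2 libraries against 2 allow, the test could not have shown a difference. Between the genotypes *Ccnd1* changed in these cells by a log2 fold change of 0.66 (standard error 0.347), *Hspg2* by -0.65 (standard error 0.461) and *Fgfr1* by 0.59 (standard error 0.519), none past the threshold. The paper reports few genes that differ in the cells of cluster 18 and in the other Sertoli cell clusters at P14. It also reports in situ hybridization for *Wnt4* and *Cyp26a1*, which is not analysed here. From these it proposes that the first specification of SV Sertoli cells does not require the *Sox17*-positive RT. It further proposes that without this RT the valve-like structure is impaired in its formation or maintenance at a later age. For the valve it also has histology, electron microscopy, dye injection and cell transplantation, which are not analysed here. Upstream of the valve, the paper reasons from lower growth factor expression in the RT of *Sox17*-cKO mice. It proposes that neighbouring SV Sertoli cells can be affected.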

**Fig. 5:**
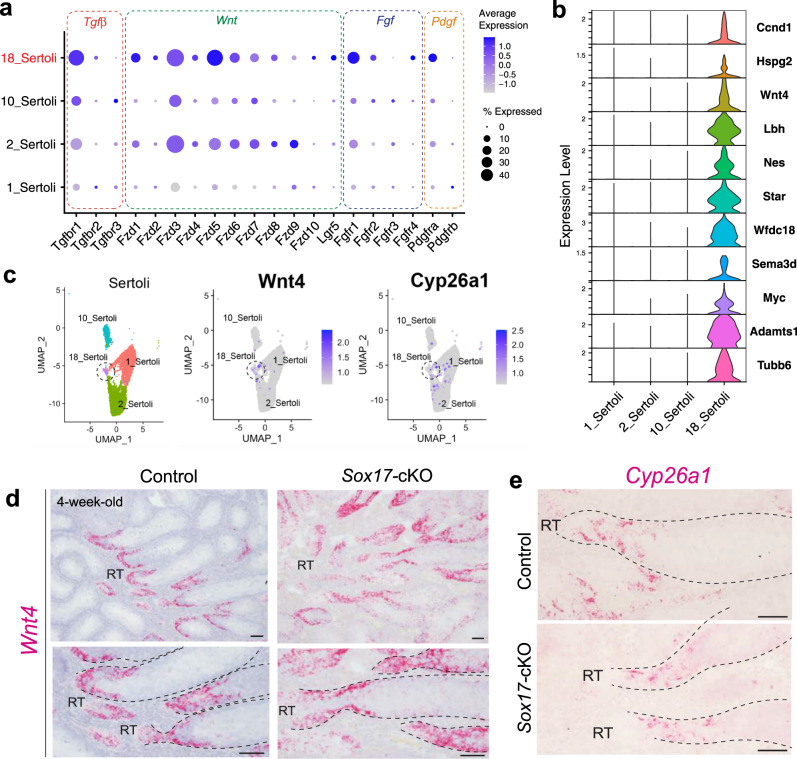
Characterization of the SV Sertoli cells in the scRNA-seq data. **a** A dot plot representing the expression profiles of genes related to the reception of growth factors shown in Fig. 4c, in Sertoli cell clusters. Cluster 18 showed relatively high expression of these receptor genes. **b** Expression of selected marker genes of cluster 18 represented as violin plots. **c** UMAP plots showing the distribution of *Wnt4* (cluster 18 maker) and *Cyp26a1* (SV marker in adult) expressing cells in Sertoli cell clusters. **d**, **e** In situ hybridization of *Wnt4*, and *Cyp26a1* in the presumptive SV region of 4-week-old *Sox17-*cKO mice and the controls. *Wnt4* expression was regionally restricted at the terminal end of the ST. Sertoli cells expressing *Wnt4* and *Cyp26a1* were both present in the SV region even in *Sox17-*cKO mice, albeit with the deformation of their valve-like structure. The lower panels in (**d**) represent high magnification images of the region surrounded by broken rectangles in the upper panels. Broken line, outlines of the ST; RT: rete testis, SV: Sertoli valve. Scale bars, 50 μm.

### Deformation of the SV impairs spermiation

To elucidate the physiological function of the RT and SV in the testis, we examined the effect of *Sox17-*cKO on spermatogenesis in the ST (Fig. 6, Supplementary Fig. 6). Surprisingly, *Sox17-*cKO mice were completely infertile. Hardly any sperm, albeit with some immature germ cells, were observed in the epididymis at 8 weeks of age (Supplementary Fig. 6a, b). Although no morphological abnormalities were apparent in the prepubertal mutant mouse testis at 1 and 2 weeks of age (Supplementary Fig. 6c–f), the testis of 4-week-old *Sox17-*cKO mice were smaller compared to their wild-type littermates (Fig. 6a, b, Supplementary Fig. 6c), coinciding with the emergence of elongated spermatids during the first wave of spermatogenesis^37^. Gene expression levels of spermatid markers (*i.e., Odf1* and *Prm1*) decreased significantly in *Sox17-*cKO mice at 4 weeks of age (Fig. 6c), and fewer HSP70^+^ spermatids were observed in a testis section of 4-week-old *Sox17-*cKO mice (Fig. 6d). Notably, STs of *Sox17-*cKO mice often had multinucleated spermatid syncytia (Fig. 6e), which are commonly observed in mice with spermiogenesis or spermiation defects^13,38^. The number of TUNEL^+^ apoptotic spermatogenic cells increased significantly in *Sox17*-cKO mice from 4 weeks of age onwards (Fig. 6f), which potentially reflected increased cell death due to spermiogenesis defects. In the drastic phenotype, Sertoli cells that supported the spermatids did not show hardly any change in their distribution pattern and marker gene expressions (Supplementary Fig. 6g), together with intact blood-testis-barrier (BTB) visualized by tracer molecule biotin (Supplementary Fig. 6h). These findings suggest that the abnormal release of immature round spermatids led to male infertility, as a consequence of the disrupted testicular fluid dynamics caused by the valve deformity in *Sox17*-cKO mice.

**Fig. 6:**
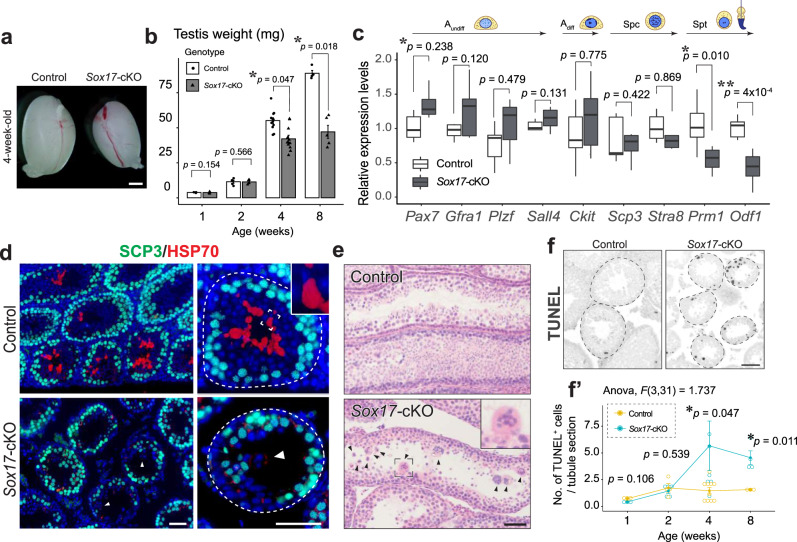
Aberrant spermiogenesis in *Sox17-*cKO testes. **a** Gross morphology of the testis from 4-week-old *Sox17-*cKO and their littermate controls. **b** The decrease of testicular weight in *Sox17-*cKO mice from 4 weeks of age onward. 1wk: Control *n* = 3, *Sox17-*cKO *n* = 4, 2wk: Control *n* = 5, *Sox17-*cKO *n* = 4, 4wk: Control *n* = 12, *Sox17-*cKO *n* = 11, 8wk: Control *n* = 4, *Sox17-*cKO *n* = 5. **c** RT-qPCR analysis of the whole testis from 4-week-old *Sox17-*cKO and control group animals. Expression levels of spermatid-specific marker genes were significantly decreased in *Sox17-*cKO mice, among the marker genes for germ cells at each developmental stage, as shown at the top of the figure. Control *n* = 6, *Sox17-*cKO *n* = 6. **d**, **e** SCP3 and HSP70 immunostaining (**d**) and H&E staining (**e**) of testicular sections from 4-week-old *Sox17-*cKO mice and controls. Few elongated spermatids were marked by HSP70 during the first wave of spermatogenesis in the *Sox17-*cKO testes (**d**). Immature spermatids often detached from the ST lumen to form multinucleated syncytia (arrowheads in (**d**) and (**e**)). **f** A significant increase in TUNEL^+^ apoptotic cells in the STs of *Sox17*-cKO testes was seen from 4 weeks of age onward (**f**′). 1wk: Control *n* = 3, *Sox17-*cKO *n* = 3, 2wk: Control *n* = 5, *Sox17-*cKO *n* = 4, 4wk: Control *n* = 7, *Sox17-*cKO *n* = 10, 8wk: Control *n* = 4, *Sox17-*cKO *n* = 3. Insets show magnified images of the region surrounded by broken rectangles (**d**, **e**). A_undiff_, undifferentiated spermatogonia; A_diff_, differentiating spermatogonia; Spc, spermatocyte; Spt, spermatids. Broken line, tubular wall. Data are mean ± s.e.m. (**b**, **f**) or as box-and-whisker plots displaying median, interquartile range (boxes), and minima and maxima (whiskers) (**c**). Comparisons were made using a two-tailed unpaired Student’s *t* test (**b**, **c)** or two-way repeated measures ANOVA with Bonferroni’s two-sided multiple comparisons (**f**′). “*n*” represents the number of biological replicates. *P < 0.05. Scale bars, 1 mm (**a**), 50 μm (**d**–**f**).

Finally, we sought to determine whether Sertoli and germ cells of *Sox17-*cKO mice have the capability to undergo proper SV formation and spermiogenesis when they are transplanted into the testis with normal *Sox17*^+^ RT. To address this question, we used hAMH promoter-driven toxin receptor-mediated cell knockout (*AMH-Treck*) mice, in which endogenous Sertoli cells (GFP^+^) can be ablated after administering diphtheria toxin (DT)^39,40^. In brief, we prepared Sertoli and germ cell suspensions from the ST of *Sox17*-cKO testes and then transplanted them into the empty ST of DT-pretreated *AMH-Treck* host testes without their endogenous Sertoli cells^25,39^ (Fig. 7a). At 45 days post-transplantation, the *AMH-Treck* mouse testis transplanted with the cell suspension, collected either from *Sox17*-cKO mice or their littermate controls, successfully reconstructed ace-TUB^+^ valve-like structures with Sertoli cells at the presumptive SV region next to the RT (Fig. 7b–e). In contrast, the DT-treated *AMH-Treck* mouse testes without any cell transplantation (sham control) lacked either the SV or spermatogenesis in the ST, which resulted in the calcification of most parts of the ST (Fig. 7c–f) albeit with a few GFP^+^ Sertoli cells remained in their seminiferous epithelia (Supplementary Fig. 7). The *Sox17-*cKO Sertoli and germ cells transplanted into *AMH-Treck* testes further restored spermiogenesis in the ST with a reconstituted SV (Fig. 7f, g). The STs with restored spermatogenesis contained hardly any GFP^+^ cells (Supplementary Fig. 7), which confirms that the recovered spermatogenesis in the testes transplanted is supported by GFP^−^ donor-derived Sertoli cells. These findings demonstrate that the *Sox17*^+^ RT induces the proper formation of SV and supports complete spermiogenesis in the ST.

**Fig. 7:**
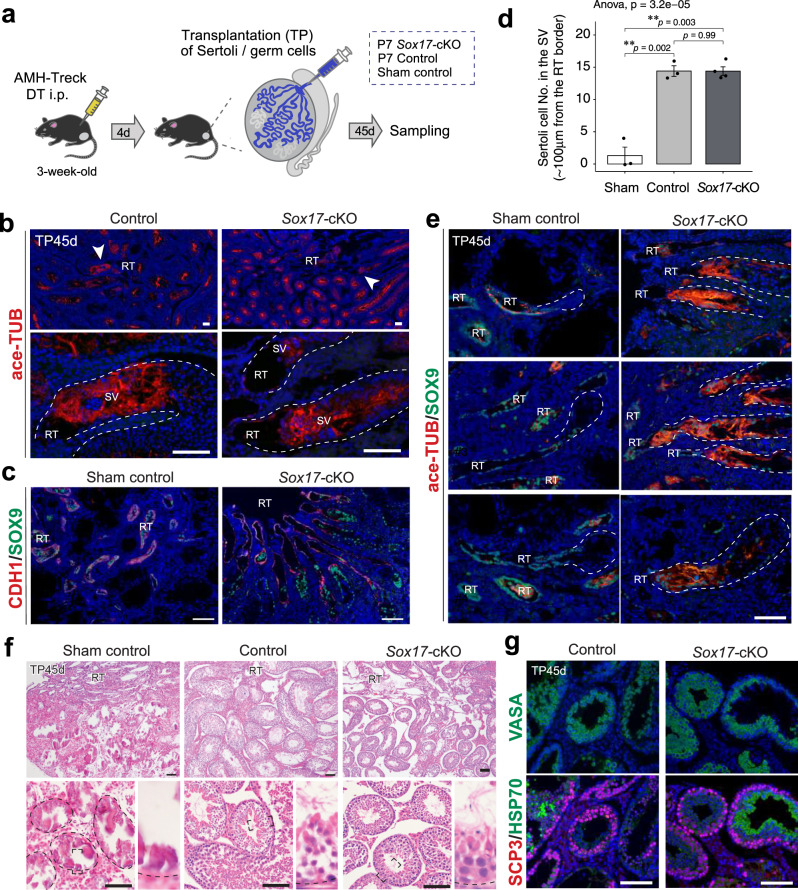
Reconstruction of the SV and spermatogenesis by the Sertoli cells of *Sox17-*cKO mice. **a** A schematic of Sertoli cell ablation/transplantation experiment. Sertoli and germ cells of *Sox17-*cKO mice, their littermate wild-type control (control), or trypan blue (sham control) were injected into the testis of *AMH-Treck* mice, respectively. In this experiment, *AMH-Treck* males were pretreated with diphtheria toxin (DT) to ablate the endogenous Sertoli cells on 4 days prior to the transplantation. **b**–**e** Sertoli cells of *Sox17*-cKO mice reconstituted ace-TUB^+^ valve-like structure at the presumptive SV region adjacent to the host RT (SOX9^+^/CDH1^+^). Sertoli cells of control mice also constructed the SV (b), while sham control testis did not show any valve-like structure at the SV (**c**, **e**). The number of Sertoli cells in the putative SV region was similar between the *Sox17-*cKO group and the control group (**d**). Sham control *n* = 3. Control *n* = 3. *Sox17-*cKO *n* = 4. In (**b**), (**c**), and (**e**), the testes shown in the left panel and the right panel are contralateral testis from the same animal. In e, the top, middle, and bottom panels show data obtained from different mice as a biological replicate. **f** Restored spermatogenesis in *AMH-Treck* mouse testes transplanted with Sertoli cells derived from *Sox17-*cKO mice. Spermatozoa were observed in the ST epithelium of the testis transplanted with Sertoli cells derived from the control and *Sox17-*cKO mice. No spermatogenic activity was observed in the ST of sham controls, where most of the ST underwent calcification. **g** Immunohistochemistry of VASA, SCP3, and HSP70 in the testis section of *AMH-Treck* mice. Note the presence of elongated spermatids strongly marked by HSP70. Lower panels in (**b**) show the magnified image of the region indicated by arrowheads in the upper panels. The lower panels in f show the testis section at high magnification, respectively. The upper and lower panels in **g** show images of serials sections. Data are mean ± s.e.m. Broken line, outlines of the ST. RT rete tests, SV Sertoli valve, ST seminiferous tubule. TP, post-transplantation. “*n*” represents the number of biological replicates. Scale bars, 100 μm.

## Discussion

The RT and SV structures in the testis are evolutionally conserved among various mammalian species including humans^26,34,35^; however, their significance in male gametogenesis has been largely overlooked for more than half a century. Here, we demonstrated the key role of the *Sox17*^+^ RT epithelia in SV valve formation and subsequent healthy spermiogenesis in the ST (Fig. 8). The main function of a valve is to orient fluid flow in a single direction by physically preventing backflow in the channel, hence its deformation leads to regurgitation in various organs^21,22^. Likewise, deformation of the valve-like structure at the SV of *Sox17*-cKO testes permits the backflow of luminal fluid from the RT to the ST (Fig. 1f). This backflow makes the ST epithelium exposed to aberrant fluid dynamics/composition, which can contribute to the abnormal release of immature spermatids into the lumen of the ST (Fig. 6d, e). The physical force of repeatedly reversed luminal fluid flow has been reported to force spermiation in the STs^41^, while shear forces of fast fluid flow in the STs induce detachment of germ cells from the seminiferous epithelium^41^. These observations suggest that altered sheer stress caused by the disrupted fluid dynamics in the ST can be responsible for the spermiation defects observed in *Sox17-*cKO mice. In addition, the compositions of luminal fluid in the RT and the ST differ^42,43^, and the cyclical distribution of various factors in the STs is tightly regulated in a seminiferous epithelial cycle-dependent manner^9,44^. Such a regionally distinct fluid composition/microenvironment in the testis could also be disturbed by SV disruption in *Sox17-*cKO mice. Of note, SCP3^+^ cells ectopically observed in the SV of *Sox17-*cKO mice (Fig. 2) could reflect the altered microenvironment around the SV, caused either by fluid backflow or via altered characteristics of the Sertoli cells comprising the SV. Because the increase of RA levels in the SV is sufficient for the emergence of SCP3^+^ cells at the SV^25^, it nevertheless suggests that the RA levels at the SV of *Sox17-*cKO mice are sufficient to allow the differentiation of local spermatogonia.

A rescue experiment with *AMH-Treck* mice demonstrated that Sertoli cells of *Sox17-*cKO mice could form a functional SV when transplanted next to the *Sox17*^*+*^ RT (Fig. 7). This suggests that *Sox17*^+^ RT epithelia are responsible for the non-cell-autonomous formation of the SV. Previous studies suggested that SV formation is orchestrated by several growth factors and chemokines such as FGFs, RA, and WNT^18,25^. Here, our scRNA-seq analysis revealed that *Sox17*-null RT had reduced expression of several growth factor genes such as *Tgfb2, Rspo1*, and *Pdgfa*, together with decreasing tendencies in *Fgf* and *Wnt* family ligands. *Tgfb2* and *Pdgfa* are known to be involved in valve formation of the heat and aorta^45,46^, while they can contribute to the activation of PI3K-AKT signaling^47,48^ which is characteristic of the SV Sertoli cells. Similarly, FGF9 activates AKT in Sertoli cells^25^. Therefore, reduced expression of *Tgfb2*, *Pdgfa*, and *Fgfs* in the RT might contribute to the reduced AKT phosphorylation in the SV Sertoli cells (Fig. 1e). This suggests that several growth factors secreted from the RT epithelial cells must collaborate to orchestrate the formation of the SV, which can be impaired by *Sox17* deficiency in the RT epithelia.

This study revealed distinct expression of *Rspo1* (an enhancer of WNT signaling^49,50^) at the RT and *Wnt4* expression in the SV Sertoli cells, respectively (Fig. 4d, 5d). Together with SV region-specific enrichment of HSPG^24,25^, which serves as a co-receptor for RSPO^50^, this implies unique WNT signaling states at the RT–SV interface in the postnatal mouse testis. Interestingly, constitutive activation of WNT/β-catenin signals in postnatal Sertoli cells conserves their proliferative activity and high GDNF expression, while compromising their differentiation into ST Sertoli cells even after sexual maturation^51^. This is consistent with the reported characteristics of the SV Sertoli cells^24–26^, thus implicating the roles of WNT signaling in SV formation and/or maintenance. In the RT of *Sox17-*cKO mice, the expression levels of *Rspo1* were significantly decreased together with several *Wnt* ligand genes (Fig. 4b–d). This suggests that the region-specific WNT signaling states at the SV could be impaired by the deficiency of RT-derived RSPO1, which could be associated with the defective formation of a valve-like structure in *Sox17-*cKO mice. On the other hand, in embryonic gonads, the supporting-like cells show transiently high expression of *Wnt4* around E11.5 that contributes to the initial formation of RT at E14.5^18^ whereas *Sox17* starts to be expressed in the RT from E15.5 (Supplementary Fig. 2). This implies a distinct function of WNT signaling between the embryonic gonad and postnatal testes in mice.

In *Sox17*-cKO mice, deletion of *Sox17* in the RT epithelia caused little alteration in their ultrastructural structure and their marker gene expressions (Fig. 4a and Supplementary Fig. 4), but also exerted no appreciable defects in the excurrent duct function to transport the spermatogenic cells (Supplementary Fig. 6b). Because the dye we injected into the RT did not leak into the testicular interstitium, the barrier function of the RT appeared to remain intact (Fig. 1f). These data suggest that the mutant mice could develop RT epithelia regardless of *Sox17* expression. Such defects in *Sox17*-null RT could reflect a genetic redundancy within SOX family members in the RT epithelia. 

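In the RT-like cells of the P14 libraries, *Sox3* (ENSMUSG00000045179, chromosome X, 60891366 to 60893430) had 1, 1, 3 and 4 UMIs in control 1, control 2, *Sox17*-cKO 1 and *Sox17*-cKO 2, a level of 5.99 ± 4.63 CPM (SD, n = 4 libraries). In the Sertoli-like cells of all clusters it was at 6.95 ± 2.75 CPM, in interstitial-like cells at 4.77 ± 2.10 CPM and in germ-like cells at 57.3 ± 12.4 CPM. Between RT-like and Sertoli-like cells its log2 fold change was -0.69 (standard error 0.542, adjusted p = 0.297, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level of *Sox3* in RT-like cells was thus within that of the classes with few of its UMIs, and expression beyond free RNA was not detectable at this depth. Over the same cells 308 UMIs of *Sox17* were counted.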

The RT expresses *Sox9* (Fig. 1b) and *Sox3* (Supplementary Data 1) in addition to *Sox17*. Indeed, previous studies have shown the compensational roles among Sox family members. *Sox9* and *Sox8* are co-expressed in Sertoli cells, where these two genes have redundant functions in the maintenance of the tubular structures of the STs^52^. *Sox17* is expressed in the luminal epithelial cells of uterine tubules, and the heterozygous deletion of *Sox17* leads to the upregulation of SOX9 therein in a compensational manner^53^. Such compensational roles of SOX-encoding genes likely assure the structural integrity of the RT, even in the absence of *Sox17*.

In conclusion, we have demonstrated the expression of *Sox17* in the RT and revealed its crucial role in SV formation and spermiogenesis in STs. Deletion of *Sox17* in the RT disrupted the specification of modified Sertoli cells that form the SV, which caused a backflow of RT fluid; this led to aberrant detachment of immature spermatids in the STs (Fig. 8). Conversely, relocation of Sertoli cells from *Sox17-*cKO mice next to *Sox17*^+^ RT epithelial cells promoted reconstruction of the SV, and further enabled healthy spermatogenesis in the ST (Fig. 8). This study shows the importance of the RT in SV formation and elucidated the physiological function of the SV in preventing the backflow of seminiferous tubular fluid, which impacts spermiogenesis in the entire organ. It might be possible to exploit the ability of the RT and/or SV to modulate testicular fluid dynamics to improve spermatogenesis in vitro.

**Fig. 8:**
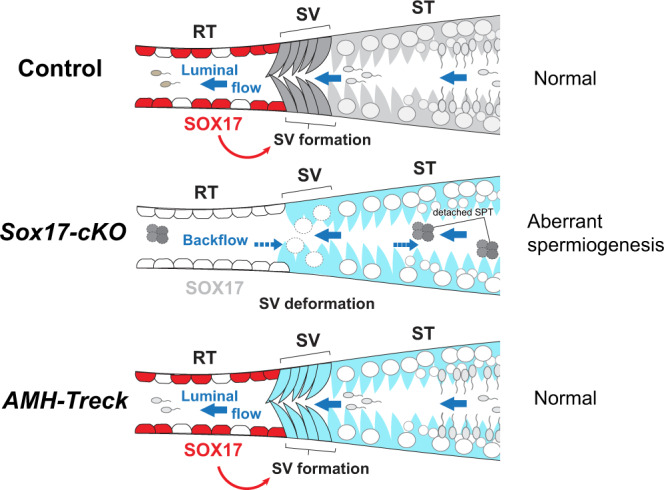
SOX17 acts as a positive regulator of the formation of the SV. Schematic diagram summarizing the findings of this study. *Sox17* expression in the RT modulates the formation of the SV, which regulates the unidirectional outflow of the luminal fluid from the ST into the RT. Ablation of *Sox17* in the RT results in deformation of the SV and backflow of the luminal fluid from the RT to the ST. This causes aberrant spermiogenesis in the STs. Relocation of Sertoli cells of *Sox17-*cKO mice into Sertoli cell-ablated *AMH-Treck* mouse testis results in the reconstitution of the SV, while restoring spermatogenesis in the ST. Red arrows indicate putative paracrine factors downstream of *Sox17* action that promote SV formation. RT rete testis, ST convoluted seminiferous tubule, SV Sertoli valve.

## Methods

### Animals

*Nr5a1Cre*^53,54^ and *Sox17*^*flox/flox*^ ^55^ mice were obtained from the Jackson Laboratory. *Nr5a1:Sox17*^*flox/flox*^ (*Sox17-*cKO) and *Sox17*^*flox/flox*^ (control) mice were generated by crossing a *Sox17*^*flox/flox*^ male and *Nr5a1Cre:Sox17*^*flox/flox*^ female. *Sox17*-eGFP knock-in mice^56^ were used to visualize *Sox17* expression in the testis (Supplementary Fig. 1a–f). *Nr5a1Cre:ROSA26*^*tdTomato*^ mice were used to visualize *Nr5a1* expression in the RT (Supplementary Fig. 3c). *WBB6F1/Kit-KitW/KitW*^*v*^*/Slc* (*W/W*^*v*^, SLC) mice were used as a germ cell-less mutant mice (Supplementary Fig. 3a, b). To examine the initial phenotype of the mutant mice and exclude secondary effects of spermatozoa, detached germ cells, and their cell debris (particularly in *Sox17-*cKO mice), we analyzed the mutant mice at 4 weeks of age, when the valve-like structure at the SV was developing^25^. Animals were provided with water and commercial laboratory mouse chow ad libitum and were housed under controlled lighting conditions (daily light from 08:00 to 20:00) with temperatures of 18–23 °C and 40–60% humidity. All animal experiments were performed following the Guidelines for Animal Use and Experimentation at the University of Tokyo, and all experimental procedures performed herein were approved by the Institutional Animal Care and Use Committee, Graduate School of Agricultural and Life Sciences, University of Tokyo (approval IDs: P13-762 and P13-764).

### Histology and immunohistochemistry

Testes were fixed in 4% paraformaldehyde (PFA) at 4 °C overnight, dehydrated through an ethanol series, and embedded in paraffin. The paraffin sections (4 μm thickness) were subjected to hematoxylin and eosin (H&E) staining and immunohistochemistry. The sections were incubated overnight at 4 °C with the following primary antibodies [format: host anti-protein (company, catalog number, dilution)]: mouse monoclonal anti-ace-TUB (Sigma, T6793, 1:200), mouse monoclonal anti-αSMA/ACTA2 (Sigma, A5228, 1:500), goat polyclonal anti-AMH (Santa Cruz, sc6886, 1:200), mouse monoclonal anti-CDH1 (BD Transduction lab, 610181, 1:400), goad polyclonal anti-c-KIT (R&D systems, AF1356, 1:200), rabbit monoclonal anti-EPCAM (Abcam, ab32392, 1:100), goat polyclonal anti-GATA4 (Santa Cruz, sc1237, 1:200), mouse monoclonal anti-GATA4 (Santa Cruz, sc25310, 1:100), rabbit polyclonal anti-GFP (MBL, 598, 1:200), goat polyclonal GFRα1 (R&D systems, AF560, 1:100), rabbit polyclonal anti-HSP70 (Abcam, ab79852, 1:1000), rabbit polyclonal anti-KI67 (Abcam, ab15580, 1:400), rabbit monoclonal anti-KRT8 (Abcam, ab53280, 1:200), rabbit polyclonal LAMININ (Abcam, ab11575, 1:200), rabbit monoclonal anti-p-AKT (Cell Signaling, 4060, 1:100), mouse monoclonal anti-PAX8 (Abcam, ab53490, 1:100), rat monoclonal PECAM1 (Invitrogen, 14-0311-82, 1:100), rabbit polyclonal anti-PLZF (Santa Cruz, sc22839, 1:200), mouse monoclonal SCP3 (Santa Cruz, sc74569, 1:500), goat polyclonal anti-SOX17 (R&D systems, AF1924, 1:200), rabbit polyclonal anti-SOX9 (Millipore, AB5535, 1:400), rabbit polyclonal anti-STAR (Cell Signaling, 8449, 1:100), rabbit polyclonal anti-VASA/MVH (Abcam, ab13840, 1:10000). The AlexaFluor 488 Tyramide Signal Amplification kit (Invitrogen) was used to visualize the immunostaining reaction of the anti-p-AKT primary antibody. TUNEL assay was performed using the DeadEnd™ Fluorometric TUNEL System (Promega) according to the manufacturer’s instructions. For whole-mount analysis, testes were fixed in 4% PFA at 4 °C overnight and the tunica albuginea was removed and dispersed in cold PBS. The ST fragments were isolated manually, permeabilized with a gradient methanol series, and incubated overnight at 4 °C with each of the primary antibodies (1:100 dilution). Immunoreactions were visualized using Alexa fluor-conjugated secondary antibodies at 1:200 dilution as follows; chicken anti-mouse Alexa 488 conjugated (Invitrogen, A-21200), chicken anti-rabbit Alexa 488 conjugated (Invitrogen, A-21441), donkey anti-goat Alexa 488 conjugated (Invitrogen, A-11058), goat anti-mouse Alexa 594 conjugated (Invitrogen, A-11032), chicken anti-rabbit Alexa 594 conjugate (Invitrogen, A-21442), donkey anti-goat Alexa 594 conjugate (Invitrogen, A-11058), donkey anti-rabbit Alexa 680 (Invitrogen, A-10043) or biotin-conjugated secondary antibodies at 1:200 dilution as follows: horse anti-mouse IgG biotinylated (Vector Laboratories, BA-2001), goat anti-rabbit IgG biotinylated (Vector Laboratories, BA-1000), rabbit anti-goat IgG biotinylated (Vector Laboratories, BA-5000). The reaction of biotin-conjugated secondary antibodies was visualized with the Elite ABC Kit (Vector Laboratories). Samples were analyzed by fluorescence microscopy (BX51N-34-FL-2) or Leica TCS SP8 confocal laser microscopy. Testes from at least four animals in each age group were examined, and tissue sections from *Sox17-*cKO and their littermate controls were processed in parallel to ensure the reproducibility of the results.

### Electron microscopy

Testes were trimmed and fixed in 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer (pH 7.4) overnight, post-fixed with 0.5% OsO4 suspended in 0.1 M phosphate buffer (pH 7.3) for 30 min and dehydrated through a graded ethanol series. After passing through propylene oxide, the tissues were embedded in Epon 812. Ultrathin sections were cut, stained with uranyl acetate and lead citrate, and observed by TEM (JEM-1010; JEOL).

### RNA in situ hybridization

Testes were fixed in 10% neutral buffered formalin at room temperature overnight, dehydrated through an ethanol series, and embedded in paraffin. The paraffin sections (4 μm thickness) were processed for RNA in situ detection using the RNAscope 2.5HDAssay Red Manual (ACDBio) according to the manufacturer’s instructions. The probes used in this study are listed in Supplementary Table 1.

### RT-qPCR

Total RNA was extracted from the whole testis using the RNeasy Mini Kit (Qiagen), followed by reverse transcription using the High-Capacity cDNA synthesis kit (Thermo Fisher Scientific). RT-qPCR was performed using ABI 7500 Fast PCR (ABI) in the SYBR Green system and the primers listed in Supplementary Table 2. The expression levels of all genes are presented relative to *Actb1* expression.

### Dye injection into the RT

Water-soluble red highlighter ink (Mitsubishi) was used to label the fluid^57^. The ink was taken from a highlighter pen, diluted 1:2 in 0.4% Trypan blue solution (Gibco) in PBS, and injected via the efferent duct using a microcapillary under a dissecting microscope^25,39^. In this experiment, approximately 1 μl of dye solution was injected into the RT to label the fluid (Fig. 1f). Soon after the injection, the animals were euthanized, and the testes were collected and fixed in 4% PFA at room temperature for 30 min. The testes were rinsed three times in cold PBS and the tunica albuginea was then removed to visualize the area labeled with dye (Fig. 1f). All the labeled STs (i.e., the SVs that failed to prevent fluid backflow from the RT) were counted (*n* = 13 and *n* = 11 testis in control and *Sox17-*cKO mice, respectively).

### Testis sample preparation for scRNA-seq

The samples analyzed by scRNA-seq consisted of testicular cells pooled from three pups per sample. Testes from 2-week-old (P14) *Sox17-*cKO and control mice were collected, and the region containing the RT and adjacent ST was manually dissected (Fig. 3a), rinsed extensively in Hank’s buffered salt solution (HBSS), digested at 36 °C with a mixture of collagenase IV (2 mg/ml) and hydrogenase (2 mg/ml) for 30 min, and centrifuged at 300 × *g* for 1 min. The supernatant containing the interstitial cell population was discarded. The cells were digested in 0.125% Trypsin/EDTA (Gibco) for 5 min, and the reaction was inhibited with 10% fetal bovine serum (FBS). DNase I was added at all digestion steps (1 mg/ml). The cells were washed in cold HBSS, filtered through a 40-mm cell strainer (Flowmi), re-suspended in 0.1% BSA/HBSS, and loaded on the Chromium Controller (10× Genomics Inc.).

### Preparation of the 10× Genomics library

The cells were captured, and the genomics library was prepared using the Chromium Next GEM Single Cell 3′ GEM, Library & Gel Bead Kit v3.1, 16 rxns (#1000121; 10× Genomics) according to the manufacturer’s instructions. In brief, 5000 cells were targeted for capture per sample. After cDNA synthesis and amplification, the libraries were size-selected, pooled, and sequenced (2 × 150 bp paired-end sequencing) (Read1 [28 bp] + i7 index [8 bp] + i5 index [0 bp] + Read2 [91 bp] per lane with ~350 M paired reads per lane and 1 lane per sample) on the DNBSEQ-G400RS instrument (MGI). De-multiplexed raw sequencing reads were mapped to the mouse reference genome (mm10) using Cell Ranger software (v6.0.2) with the default parameters. The quality control metrics are listed in Supplementary Table 3. By using the R package Seurat (v.4d), gene expression values in individual data were log normalized by using the “NormalizeData” function and then integrated into a single dataset by using “IntegrateData”^58,59^. Genes detected in fewer than three cells were omitted from the analysis. To ensure the quality of the single-cell data and to remove the duplicates, we filtered the cells based on the number of detected features (nFeature_RNA) and mitochondrial content (percent.mt), based on the thresholds of nFeature_RNA (1000–4500) and percent.mt (<1%). 

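A barcode's share of mitochondrial UMIs was computed over the 13 genes whose names start with mt-, which are the mitochondrial genes of the deposited tables under either reading of the term. Over the retained range of detected genes, its quartiles were 4.35, 6.79 and 11.7%, and the medians were 8.83% in control 1, 5.77% in control 2, 7.16% in *Sox17*-cKO 1 and 5.45% in *Sox17*-cKO 2. The stated limit would leave 12, 31, 24 and 145 cells of these libraries, 212 in all. It was therefore not applied, a choice made after these counts were seen. A limit of 10%, added as an alternative, left 15470 cells.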

Principal component analyses (PCAs) were performed on the detected genes for dimension reduction, and twenty PCAs were performed. We used the nearest-neighbor method to cluster the cells. Uniform Manifold Approximation and Projection (UMAP) was employed to identify the cell clusters^35,60^, with 0.4 resolution. Differential gene expression between clusters and samples (*Sox17-*cKO vs Controls) was determined by the Wilcoxon rank-sum test, by using “FindMarkers” or “FindAllMarkers” function. The dataset analyzed through the Seurat package was converted to the “Anndata” object, and then further analyses were performed using the Scanpy python module (v.1.9.1)^61^. We reran PCAs and the nearest-neighbor method and visualized the correlation of the cell clusters by using partition-based graph abstraction (PAGA)^62^ in the Scanpy module. The correlation heatmap was calculated using “scanpy.pl.correlation_matrix” function. The similarity between cell clusters was determined using Pearson’s correlation analysis, and attached hierarchical clustering was generated using ward linkage with 20 PCs. All scRNA-seq datasets have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GSE 190043).

### Morphometric and statistical analyses

The geometry of the SV was assessed in terms of the valve leaflet angle. The angle between the cytoplasmic process of the Sertoli cells facing the RT lumen and the surface of the RT epithelial cells adjoining the Sertoli cells was taken as the valve leaflet angle and measured in H&E-stained sections (Fig. 1c). The number of Sertoli cells in the SV region was analyzed; SOX9 immunoreactive cells located within the seminiferous epithelia of the SV were counted (*i.e.,* 0–100 μm from the edge of the RT) (Figs. 1d, 7d). The edge of the RT was distinguished based on the morphology (RT epithelial cells are simple cuboidal cells, whereas Sertoli cells are tall columnar cells) or immunochemistry of RT markers, such as CDH1. Whole-mount immunohistochemistry was used to assess the germ cell distribution in the SV. The GFRα1^+^ A_undiff_ and SCP3^+^ spermatocytes located within the seminiferous epithelia of the SV (*i.e.,* 0–100 μm from the edge of the RT) were counted, as described previously^25^. Only the SV sectioned at the mid-sagittal plane was subjected to testicular section analysis. More than 50 cross-sectioned STs that appeared on the transverse testis section were analyzed per sample. The TUNEL^+^ apoptotic cells and SOX9^+^ Sertoli cells per cross-sectioned STs were counted^63^, and the tubule section area and height of the seminiferous epithelia were quantified using ImageJ software (v2.9.0; NIH). To quantify the SOX17^+^ and KI67^+^ RT epithelial cells, >500 RT epithelial cells were counted in each age group.

Quantitative data are presented as mean ± s.e.m. or as box-and-whisker plots, in which the median is shown as a line in the center of the box, and the whiskers show the range of sample distribution, excluding outliers. Data were analyzed using R (v.3.6.1; R Development Core Team) and Python (v.3.8.2) software. Two-tailed unpaired Student’s *t*-test was performed for single comparisons between two groups. For more than two groups, two-way repeated measures ANOVA with Bonferroni’s two-sided multiple comparisons was performed. Throughout this study, “*n*” refers to the number of animals. To ensure reproducibility, all the experiments were repeated three times (technical replicate) with similar results. All the experiments were performed with at least three distinct animals (biological replicate) with similar results. A *P*-value <0.05 was considered significant, and the levels of significance are represented as *P < 0.05, **P < 0.01.

### Diphtheria toxin-induced Sertoli cell ablation and Sertoli cell replacement

*AMH-Treck* mice^39^ was used to ablate the Sertoli cells throughout the testis. Since its diphtheria toxin receptor is fused with *eGFP*, endogenous Sertoli cells of *AMH-Treck* mice can be distinguished with GFP signals^39,40^. DT (Sigma-Aldrich) was reconstituted in DMSO and injected intraperitoneally into 3-week-old AMH-Treck mice (dose: 4 μg/kg), on 4 days prior to the Sertoli cell transplantation. Mouse testes were obtained from P7 *Sox17-*cKO mice or from their littermate control, and the cell suspension including immature Sertoli cells from the testes was prepared by two-step enzymatic digestion^25^. In brief, testes from 1-week-old (P7) *Sox17-*cKO and control mice were collected, rinsed extensively in HBSS, digested at 36 °C with a mixture of collagenase IV (1 mg/ml) and hydrogenase (1 mg/ml) for 15 min, and centrifuged at 300 × *g* for 1 min. The supernatant containing the interstitial cell population was discarded. The cells were digested in 0.25% Trypsin/EDTA for 15 min at 36 °C, and the reaction was inhibited with 10% FBS. DNase I was added at all digestion steps (1 mg/ml). The cells were washed in cold HBSS, filtered through a 40-μm cell strainer (Falcon), re-suspended in 10% FBS/Dulbecco’s Modified Eagle Medium with high glucose (Fujifilm) labeled with 0.4% trypan blue, and kept on ice until the transplantation. The resulting cell suspension at the concentration of 1.0 × 10^7^ cells/mL was then transplanted into the testes of DT-pretreated *AMH-Treck* recipients through the efferent ducts, under general anesthesia. In this study, the testes injected only with trypan blue solution was regarded as a sham control. All the testes were collected and subjected to analysis on day 45 after the transplantation. Most of the Sertoli cells of *AMH-Treck* mice were proven to be replaceable with donor-derived Sertoli cells in our previous study (the proportion of donor-derived Sertoli cells was shown to be 96.9 ± 0.5% at 45 days post-transplantation)^25^. GFP signals of the Sertoli cells of *AMH-Treck* mice were visualized by anti-GFP immunostaining due to the paraffin embedding process, which diminishes the endogenous GFP signals.

### Biotin tracer assay to monitor the integrity of the blood-testis barrier

EZ-Link™ Sulfo-NHS-LC-Biotin (Thermo Fisher) was diluted into PBS at the concentration of 10 mg/ml and injected into the testicular interstitium of 8-week-old *Sox17-*cKO mice and their littermate controls through the tunica albuginea (100μl per testis) by using a 31 G insulin syringe (Terumo Japan) under the general anesthesia^64^. The mice were euthanized 30 min after the injection, and their testes were snapped freezing, cryo-sectioned, and subjected to subsequent analysis. The distribution of the biotin tracer in the testis sections was visualized by using Alexa Fluor 488-streptavidin at a dilution of 1:250 for 30 min at room temperature^64^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

All scRNA-seq datasets in this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GSE190043). All data underlying the findings are fully available within the paper and its Supplementary data. Source data are provided with this paper.

## Source data

Source Data

## References

[1] de Rooij DG, Russell LD (2000). All you wanted to know about spermatogonia but were afraid to ask. J. Androl..

[2] Meng X (2000). Regulation of cell fate decision of undifferentiated spermatogonia by GDNF. Science.

[3] Takashima S (2015). Functional differences between GDNF-dependent and FGF2-dependent mouse spermatogonial stem cell self-renewal. Stem Cell Rep..

[4] Masaki K (2018). FGF2 has distinct molecular functions from GDNF in the mouse germline niche. Stem Cell Rep..

[5] Kitadate Y (2019). Competition for mitogens regulates spermatogenic stem cell homeostasis in an open niche. Cell Stem Cell.

[6] Ikami K (2015). Hierarchical differentiation competence in response to retinoic acid ensures stem cell maintenance during mouse spermatogenesis. Development.

[7] Nakamura Y (2021). Transient suppression of transplanted spermatogonial stem cell differentiation restores fertility in mice. Cell Stem Cell.

[8] Lord T, Oatley MJ, Oatley JM (2018). Testicular architecture is critical for mediation of retinoic acid responsiveness by undifferentiated spermatogonial subtypes in the mouse. Stem Cell Rep..

[9] Endo T, Freinkman E, de Rooij DG, Page DC (2017). Periodic production of retinoic acid by meiotic and somatic cells coordinates four transitions in mouse spermatogenesis. Proc. Natl Acad. Sci. USA..

[10] Griswold MD (2016). Spermatogenesis: the commitment to meiosis. Physiol. Rev..

[11] Bowles J (2006). Retinoid signaling determines germ cell fate in mice. Science.

[12] Anderson EL (2008). Stra8 and its inducer, retinoic acid, regulate meiotic initiation in both spermatogenesis and oogenesis in mice. Proc. Natl Acad. Sci. USA.

[13] O’Donnell L (2015). Mechanisms of spermiogenesis and spermiation and how they are disturbed. Spermatogenesis.

[14] Kulibin AY, Malolina EA (2021). The rete testis: development and role in testis function. Russ. J. Dev. Biol..

[15] Major AT, Estermann MA, Smith CA (2021). Anatomy, endocrine regulation, and embryonic development of the rete testis. Endocrinology.

[16] Kulibin AY, Malolina EA (2019). Formation of the rete testis during mouse embryonic development. Dev. Dyn..

[17] Omotehara T, Wu X, Kuramasu M, Itoh M (2020). Connection between seminiferous tubules and epididymal duct is originally induced before sex differentiation in a sex-independent manner. Dev. Dyn..

[18] Mayère C (2022). Origin, specification and differentiation of a rare supporting-like lineage in the developing mouse gonad. Sci. Adv..

[19] Garcia-Alenso L (2022). Single-cell roadmap of human gonadal development. Nature.

[20] Malolina EA, Kulibin AY (2019). The rete testis harbors Sertoli-like cells capable of expressing DMRT1. Reproduction.

[21] Geng X, Cha B, Mahamud MR, Srinivasan RS (2017). Intraluminal valves: development, function and disease. Dis. Model Mech..

[22] Bazigou E, Makinen T (2013). Flow control in our vessels: vascular valves make sure there is no way back. Cell Mol. Life Sci..

[23] Freck D (2021). ATP activation of peritubular cells drives testicular sperm transport. Elife.

[24] Aiyama Y (2015). A niche for GFRα1-positive spermatogonia in the terminal segments of the seminiferous tubules in hamster testes. Stem Cells.

[25] Imura-Kishi K (2021). Low retinoic acid levels mediate regionalization of the Sertoli valve in the terminal segment of mouse seminiferous tubules. Sci. Rep..

[26] Figueiredo AFA (2021). Insights into differentiation and function of the transition region between the seminiferous tubule and rete testis. Differentiation.

[27] Nagasawa K (2018). Regionally distinct patterns of STAT3 phosphorylation in the seminiferous epithelia of mouse testes. Mol. Reprod. Dev..

[28] Roosen-Runge EC (1961). The rete testis in the albino rat: its structure, development and morphological significance. Acta Anatomica.

[29] Tainosho S (2011). Multilayered structure of the basal lamina of the tubuli recti in normal mice. Med Mol. Morphol..

[30] Corada M (2013). Sox17 is indispensable for acquisition and maintenance of arterial identity. Nat. Commun..

[31] Liu M (2019). Sox17 is required for endothelial regeneration following inflammation-induced vascular injury. Nat. Commun..

[32] Nykänen M, Kormuno M (1978). Early effects of efferent duct ligation on the rat rete testis. Int. J. Androl..

[33] Yan HH, Mruk DD, Lee WM, Cheng CY (2007). Ectoplasmic specialization: a friend or a foe of spermatogenesis?. Bioessays.

[34] Osman DI (1978). On the ultrastructure of modified Sertoli cells in the terminal segment of seminiferous tubules in the boar. J. Anat..

[35] Osman DI, Ploen L (1978). The mammalian tubuli recti: ultrastructural study. Anat. Rec..

[36] Becht E (2018). Dimensionality reduction for visualizing single-cell data using UMAP. Nat. Biotechnol..

[37] Bellvé AR (1977). Spermatogenic cells of the prepuberal mouse. Isolation and morphological characterization. J. Cell Biol..

[38] McGregor GR (1990). Symplastic spermatids (sys): a recessive insertional mutation in mice causing a defect in spermatogenesis. Proc. Natl Acad. Sci. U. S. A..

[39] Shinomura M (2014). A novel Amh-Treck transgenic mouse line allows toxin-dependent loss of supporting cells in gonads. Reproduction.

[40] Higuchi K (2021). Sertoli cell replacement in explanted mouse testis tissue supporting host spermatogenesis. Biol. Reprod..

[41] Kanazawa Y, Omotehara T, Nakata H, Hirashima T, Itoh M (2022). Three-dimensional analysis and in vivo imaging for sperm release and transport in the murine seminiferous tubule. Reproduction.

[42] Fisher, New light shed on fluid formation in the seminiferous tubules of the rat. *J. Physiol.***542**, 445–452 (2002).10.1113/jphysiol.2002.018648PMC229043012122144

[43] Tuck RR, Setchell BP, Waites GMH, Young JA (1970). The composition of fluid collected by micropuncture and catheterization from the seminiferous tubules and rete testis of rats. Pflügers Arch..

[44] Yan (1999). Stage-specific regulation of stem cell factor gene expression in the rat seminiferous epithelium. Endocrinology.

[45] Azhar M (2012). Transforming growth factor Beta2 is required for valve remodeling during heart development. Dev. Dyn..

[46] Lu P (2022). A SOX17-PDGFB signaling axis regulates aortic root development. Nat. Commun..

[47] Zhang Y (2009). Non-Smad pathways in TGF-beta signaling. Cell Res..

[48] Hamidi A (2017). TGF-β promotes PI3K-AKT signaling and prostate cancer cell migration through the TRAF6-mediated ubiquitylation of p85α. Sci. Signal.

[49] Binnerts ME (2007). R-Spondin1 regulates Wnt signaling by inhibiting internalization of LRP6. Proc. Natl Acad. Sci. U. S. A..

[50] Dubey R (2020). R-spondins engage heparan sulfate proteoglycans to potentiate WNT signaling. Elife.

[51] Tanwar PS (2010). Constitutive WNT/beta-catenin signaling in murine Sertoli cells disrupts their differentiation and ability to support spermatogenesis. Biol. Reprod..

[52] Barrionuevo F, Scherer G (2010). SOX E genes: SOX9 and SOX8 in mammalian testis development. Int J. Biochem Cell Biol..

[53] Hirate Y (2016). Mouse Sox17 haploinsufficiency leads to female subfertility due to impaired implantation. Sci. Rep..

[54] Dhillon H (2006). Leptin directly activates SF1 neurons in the VMH, and this action by leptin is required for normal body-weight homeostasis. Neuron.

[55] Spence JR (2009). Sox17 regulates organ lineage segregation of ventral foregut progenitor cells. Dev. Cell.

[56] Kim I, Saunders TL, Morrison SJ (2007). Sox17 dependence distinguishes the transcriptional regulation of fetal from adult hematopoietic stem cells. Cell.

[57] Takase Y, Tadokoro R, Takahashi Y (2013). Low-cost labeling with highlighter ink efficiently visualizes developing blood vessels in avian and mouse embryos. Dev. Growth Differ..

[58] Stuart T (2019). Comprehensive integration of single-cell data. Cell.

[59] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[60] Yamada Y (2021). Single-cell transcriptional analysis reveals developmental stage-dependent changes in retinal progenitors in the murine early optic vesicle. Biochem. Biophys. Res. Commun..

[61] Wolf F, Angerer P, Theis F (2018). SCANPY: large-scale single-cell gene expression data analysis. Genome Biol..

[62] Wolf FA (2019). PAGA: graph abstraction reconciles clustering with trajectory inference through a topology preserving map of single cells. Genome Biol..

[63] Uchida A (2020). Development and function of smooth muscle cells is modulated by Hic1 in mouse testis. Development.

[64] Chen H (2018). Monitoring the integrity of the blood-testis barrier (BTB): an in vivo assay. Mehods Mol. Biol..

# Supplementary material for: SOX17-positive rete testis epithelium is required for Sertoli valve formation and normal spermiogenesis in the male mouse
**Source:** Nat Commun. 2022 Dec 21;13:7860. doi: 10.1038/s41467-022-35465-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary figures and figure legends

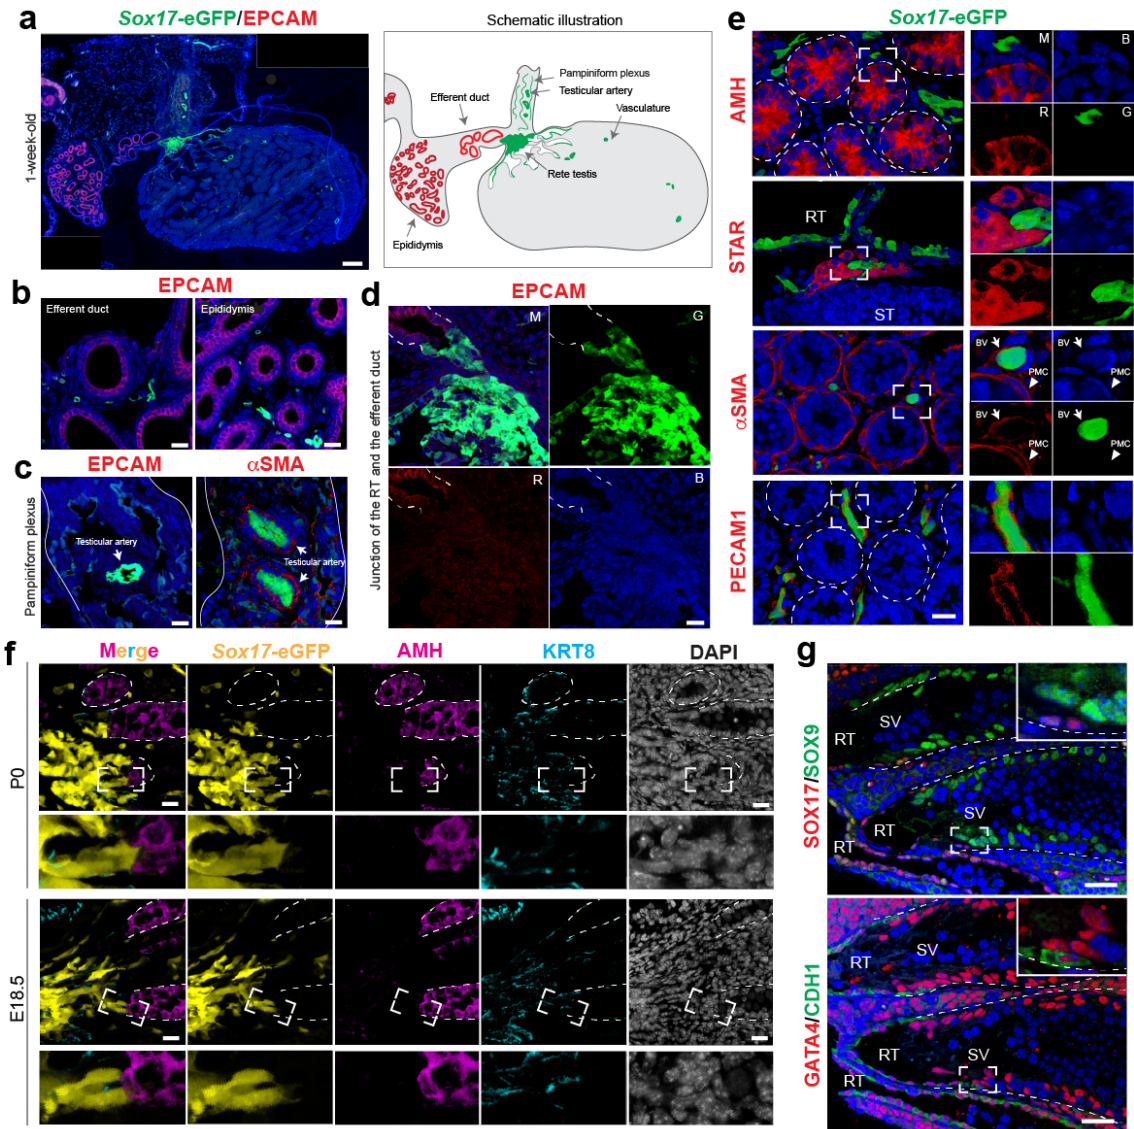

**Supplementary Fig. 1 | SOX17 expression in the RT epithelial cells. a–e,** *Sox17*-eGFP (green) signals in the testis of a 1-week-old *Sox17<sup>+/eGFP</sup>* mouse, showing the expression of *Sox17*-eGFP in the RT. **a,** Low magnification of the longitudinal testicular section. The right panel shows a schematic illustration of the image shown in the left panel, illustrating the anatomical structure around the cranial pole of the testis. *Sox17*-eGFP (green) signals were observed in the RT and the intra-/extra-testicular vasculature, but not in the efferent duct and epididymis of which epithelium are marked by EPCAM immunoreactivity (red). **b,** Epithelial cells of the efferent duct and epididymis marked by the EPCAM do not express *Sox17*-eGFP. **c,** The testicular artery and the surrounding pampiniform plexus ( $\alpha$ SMA<sup>+</sup>/EPCAM<sup>-</sup>) express *Sox17*-eGFP. **d,** Junctional region of the RT (EPCAM<sup>low</sup>) and the efferent duct (EPCAM<sup>high</sup>). *Sox17*-eGFP expresses distinctly in the RT epithelium. **e,** Sertoli cells (AMH<sup>+</sup>), Leydig cells (STAR<sup>+</sup>), and peritubular myoid cells ( $\alpha$ SMA<sup>+</sup>; arrows) do not express *Sox17*-eGFP. On the other hand, *Sox17*-eGFP signals were observed in vascular endothelial cells residing in the testicular interstitium, which are distinguished by PECAM-1 and  $\alpha$ SMA signals (arrowheads). **f,** The SV region of the postnatal (upper panels, p0) and prenatal testis (lower panels, E18.5) of *Sox17<sup>+/eGFP</sup>* mouse. Sertoli cells at the SV region marked by AMH (magenta) are negative for *Sox17*-eGFP (yellow) and KRT8 (cyan). **g,** The SV region of 4-week-old wild-type mouse testis, immuno-stained by SOX9, SOX17, GATA4, and CDH1. The sections shown in the top and the bottom panel are serial to each other. SOX17-positive RT epithelial cells are also positive for CDH1 and GATA4. Right panels in **e** show magnification of the region surrounded by a broken square. Lower panels in **f** show magnification of the region surrounded by a broken rectangle in the upper panel. Inset in **g** shows the magnification of the region surrounded by a broken rectangle in each panel. **d** and the right panels in **e** show merged picture (“M”), together with isolated channels of blue (“B”), Red (“R”), and green (“G”) color. Figures in **f** show a merged channel (left-most panel), with yellow, magenta, cyan, and white channel on the right. Arrows, SOX17 immunoreactivity in vascular endothelial cells; Arrowheads, peritubular myoid cells; White solid lines, outlines of the pampiniform plexus. Broken line, outlines of the seminiferous tubules; BV, blood vessel; RT, rete testis; PMC, peritubular myoid cell; ST, Seminiferous tubule; SV, Sertoli valve. The experiments were performed with at least three distinct animals with similar results. Scale bars, 200  $\mu$ m (**a**), 20  $\mu$ m (**b–g**).

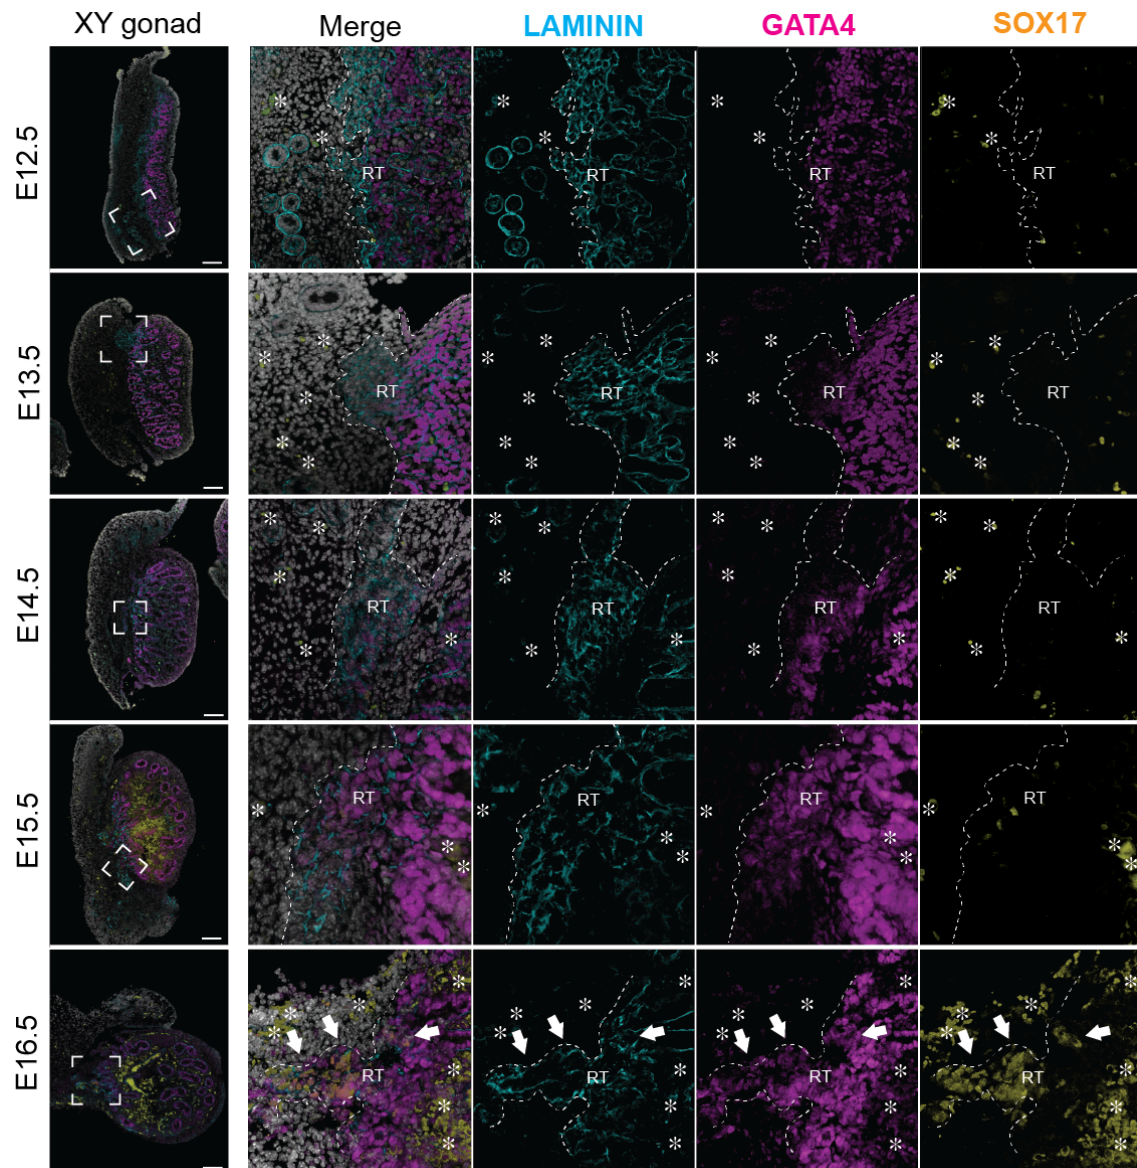

**Supplementary Fig. 2 | SOX17 expression in the RT of embryonic XY gonads.** Sections of wild-type XY embryonic gonads at E12.5, E13.5, E14.5, E15.5, and E16.5, immuno-stained with LAMININ (cyan, basement membrane), GATA4 (magenta, testicular somatic cells), and SOX17 (yellow). A broken square in the leftmost panel indicates regions shown as merged and isolated channels on the right panels. SOX17 expression in GATA4<sup>+</sup> somatic cells located in the RT region becomes evident from E16.5 onwards. Asterisks, autofluorescence in erythrocytes, and non-specific signals in the interstitium; Arrows; The RT with GATA4<sup>+</sup> somatic cells that express SOX17. Broken line, border of the RT region; RT; rete testis. The experiments were performed with at least three distinct animals with similar results. Scale bars, 100  $\mu\text{m}$ .

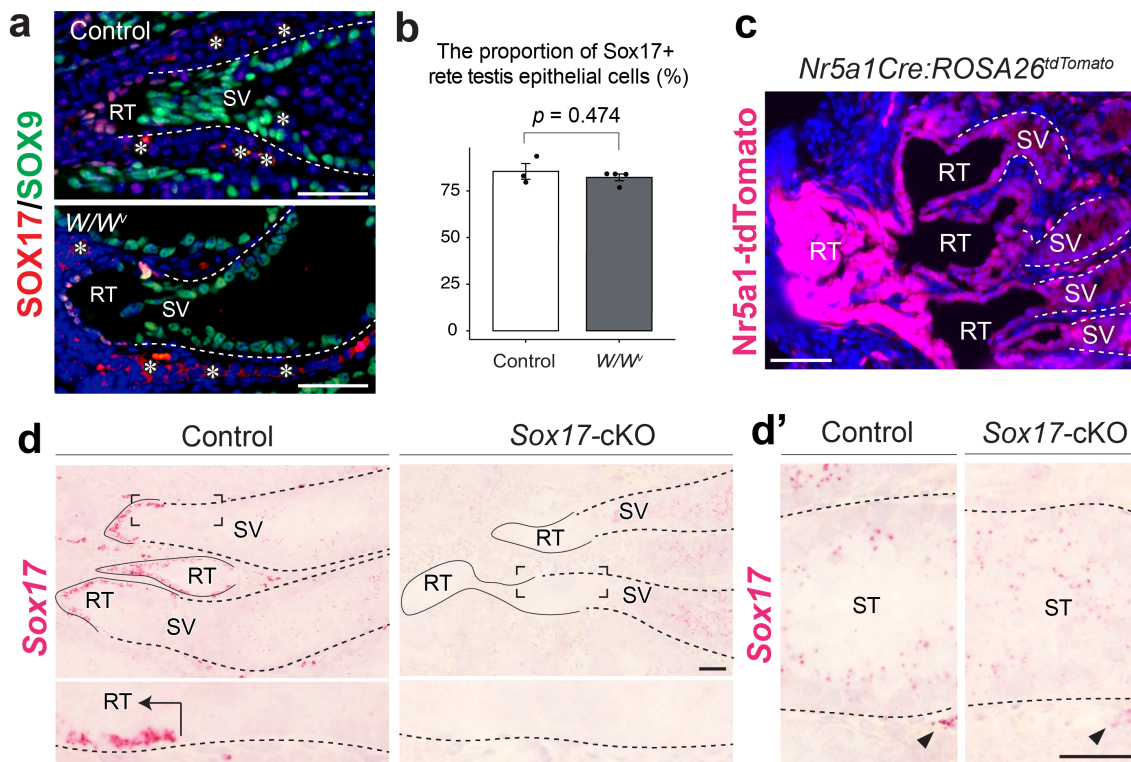

**Supplementary Fig. 3 | The expression of Sox17 in the RT and its ablation in *Sox17*-cKO mice.** **a**, Anti-SOX17 and SOX9 immunostaining of the proximal part of the testis from germ cell-deficient *W/W<sup>v</sup>* mutant mice and wild-type mice at 4 weeks of age. The expression of SOX17 in the RT was conserved in *W/W<sup>v</sup>* mutant mice. **b**, the proportion of SOX17<sup>+</sup> RT epithelial cells at 4 weeks of age did not significantly differ depending on the presence of germ cells. Control  $n = 3$ , *W/W<sup>v</sup>*  $n = 4$ . **c**, Expression of *tdTomato* in the RT epithelia from 1-week-old *Nr5a1-Cre: ROSA26<sup>tdTomato</sup>* mice. **d**, RNA *in situ* hybridization of the control and *Nr5a1Cre: Sox17<sup>fllox/fllox</sup>* (*Sox17*-cKO) mouse testes at 4 weeks of age showing reduced *Sox17* signals in the RT epithelia of *Sox17*-cKO testes. Meanwhile, its expression in germ cells in the ST and vasculature in the interstitium (arrows) were conserved in *Sox17*-cKO mice (**d'**). The lower panels in **d** show magnified images of the region indicated by the broken rectangles in the upper panels. Data are mean  $\pm$  s.e.m. Comparisons were made using a two-tailed unpaired Student's *t*-test. Asterisk, autofluorescence in erythrocytes; Arrow, a border of the RT; Arrowheads, Sox17 signals in vascular endothelial cells; Broken lines, tubular wall; RT, rete testis; ST, Seminiferous tubule; SV, Sertoli valve. "n" represents the number of biological replicates,

and the experiments were performed with at least three distinct animals with similar results. Scale bars, 50 $\mu$ m.

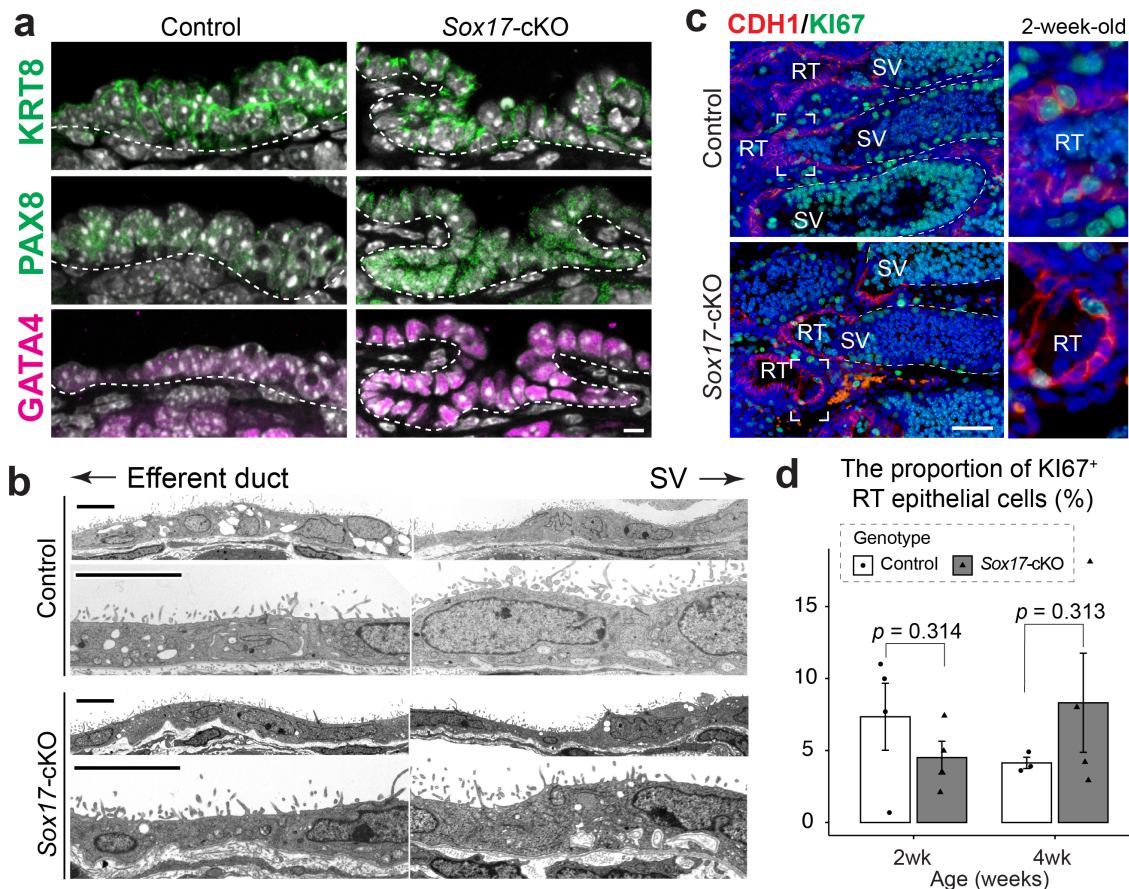

**Supplementary Fig. 4 | Little morphological defects were observed in *Sox17*-depleted RT epithelia.** **a**, KRT8, PAX8, and GATA4 immunostaining in serial sections of the RT, showing no apparent changes in marker expression in *Sox17*-depleted RT epithelia. **b**, Transmission electron microscopes (TEM) of the RT epithelia from 4-week-old *Sox17*-cKO mice showing no apparent morphological abnormalities in the ultrastructure. The left panels represent the proximal RT region close to the efferent duct, while the right panels show the distal RT region near the SV. **c**, KI67 and CDH1 immunostaining of the RT epithelia from 2-week-old *Sox17*-cKO mice and their littermate controls. **d**, the proportion of KI67<sup>+</sup> proliferative RT epithelial cells remained similar between *Sox17*-cKO and the controls at 2 and 4 weeks of age. 2wk: Control n = 4, *Sox17*-cKO n=4; 4wk: Control n = 3, *Sox17*-cKO n=4. The right panels in **c** represent magnified images of the region surrounded by broken rectangles on the left. Data are mean ± s.e.m. Comparisons were made using a two-tailed unpaired Student's *t*-test (**d**). Broken line, tubular wall; RT, rete testis, SV, Sertoli valve. "n" represents the number of

biological replicates, and the experiments were performed with at least three distinct animals with similar results. Scale bars, 5  $\mu\text{m}$  (**a**, **b**), 50  $\mu\text{m}$  (**c**, **e**).

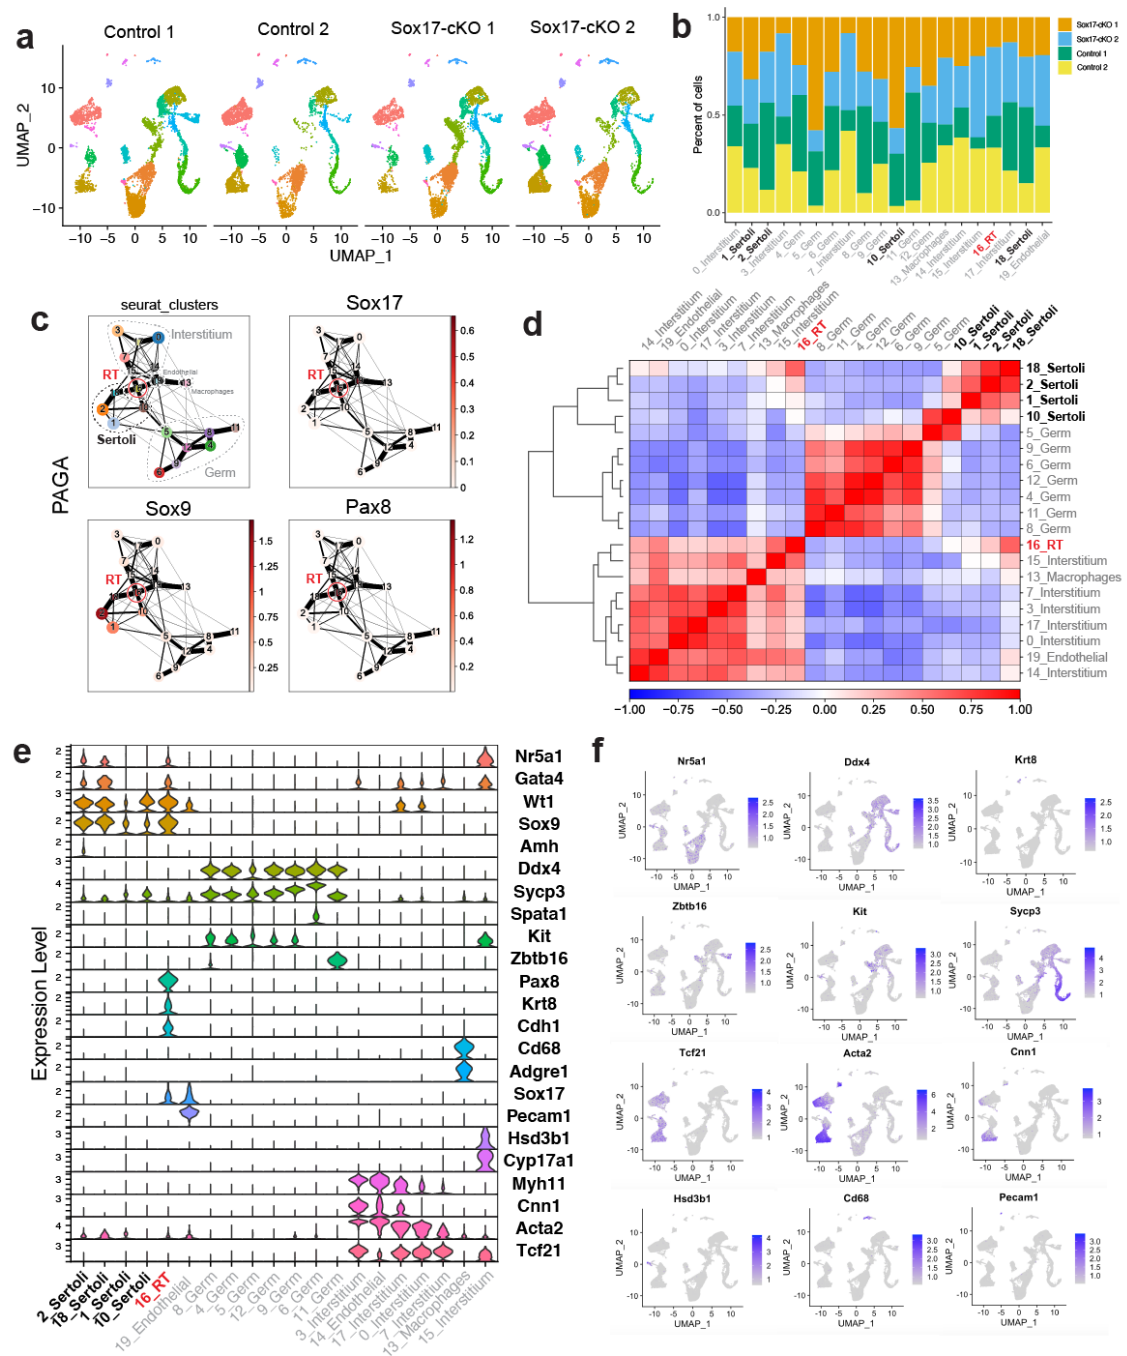

**Supplementary Fig. 5 | Cluster identification in the scRNA-seq data.** **a**, UMAP plots of an individual sample, represented separately. Two independent replicates per genotype were analyzed in the scRNA-seq analysis in this study. **b**, Proportion of cells that contributed to each cluster by genotype. **c**, PAGA representation of the clusters, illustrating the expression of *Sox17*, *Sox9*, and *Pax8*. Each node represents a cluster, and the lines connecting two clusters represent the confidence of the relation between the clusters. **d**, Pearson correlation map of the identified clusters, showing the distinct transcriptome profiles of the RT and Sertoli cells. **e**, Violin plots representing the expression levels of representative marker genes for each cell type. **f**, UMAP plots showing the distribution of representative marker genes for each cell type. The identity of clusters is as follows. The rete testis epithelial cells: cluster 16. Sertoli cells: clusters 1, 2, 10, 18. Germ cells: clusters 4–6, 8–9, 11–12. Interstitium: clusters 0, 3, 7, 15, 17. Macrophages: cluster 13. Vascular endothelial cells: cluster 19.

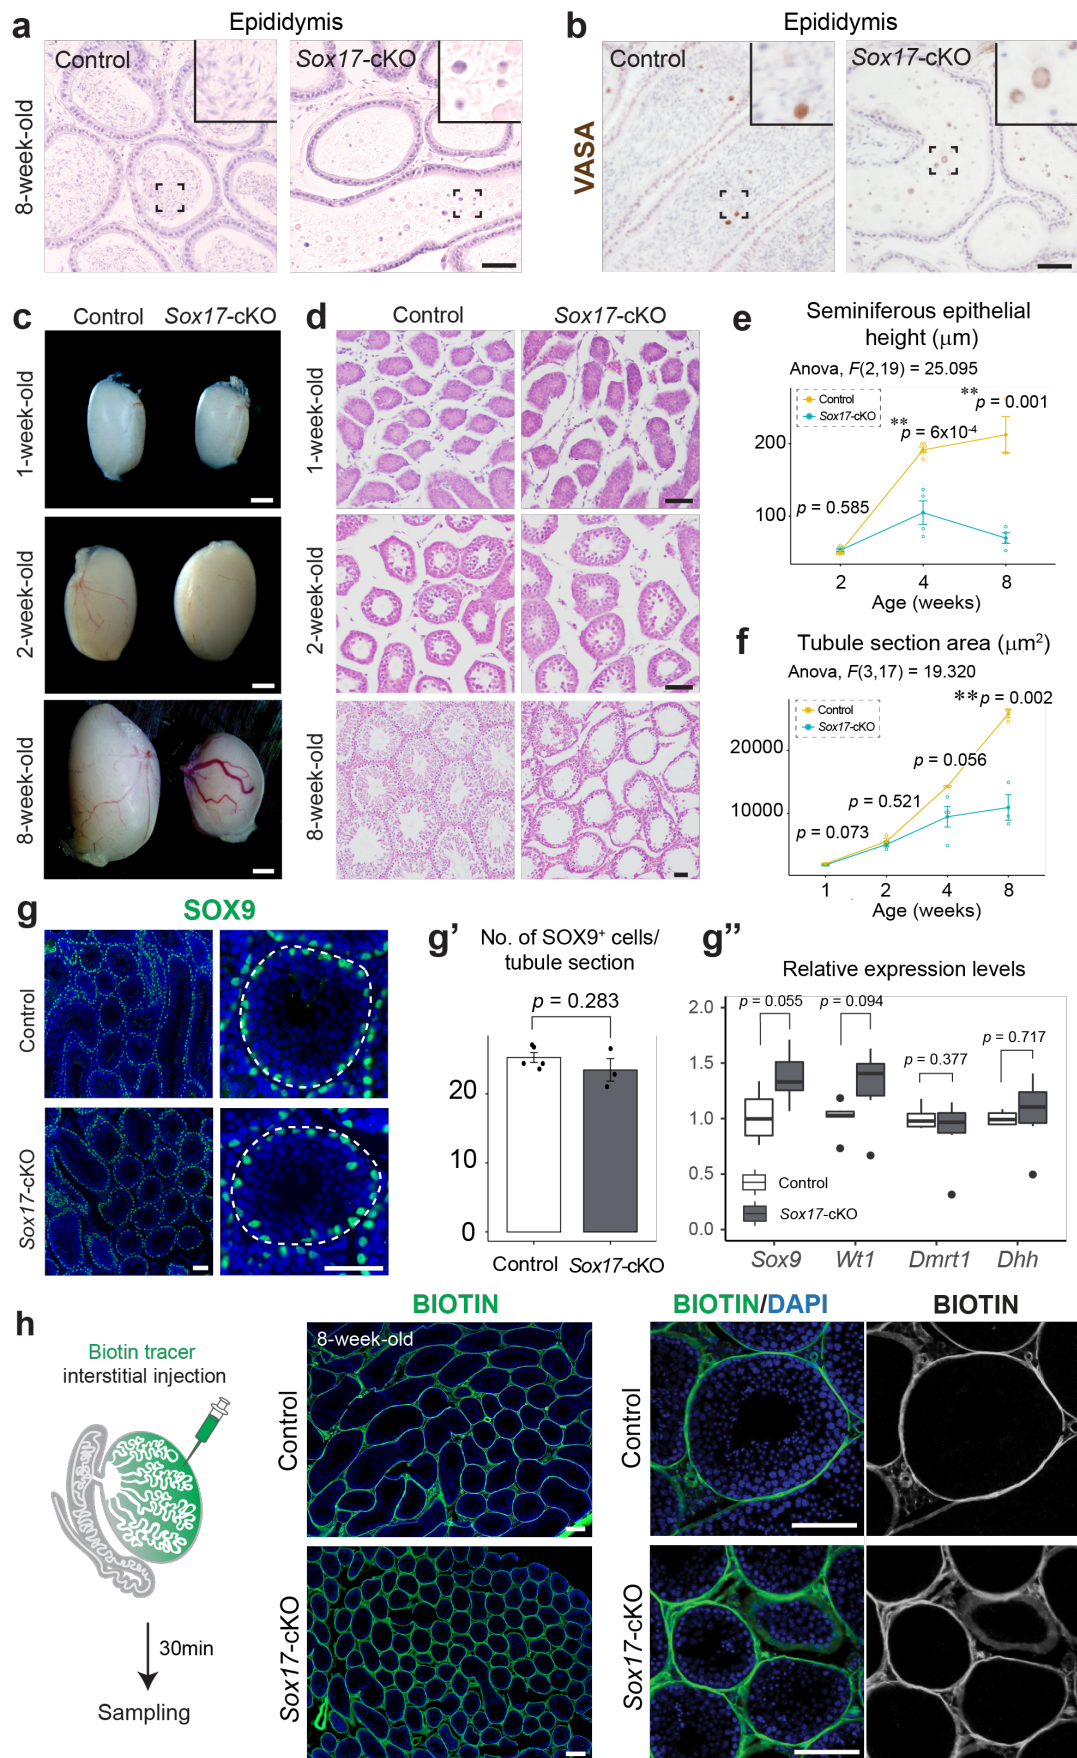

**Supplementary Fig. 6 | Progressively severe spermatogenic defects in post-pubertal *Sox17*-cKO mice.** **a–b**, H&E staining (a) and anti-VASA immunostaining (b) of the epididymis section from control and *Sox17*-cKO littermates at 8 weeks of age. The epididymis of *Sox17*-cKO mice contained hardly any spermatozoa, while some immature germ cells marked by VASA were observed in the epididymal duct. **c–f**. Phenotypic characterization of the ST in *Sox17*-cKO mice and their littermate controls at 1, 2, and 8 weeks old. Gross morphology of the testis (**b**) and H&E staining of the transverse testis section (**c**) showing no appreciable spermatogenic defects in the ST by 2 weeks of age in *Sox17*-cKO mice. Post-pubertal spermiogenic defects in *Sox17*-cKO mice lead to progressive degeneration of the seminiferous epithelia in STs by 8 weeks of age (**e, f**). **e**: Control n=5, *Sox17*-cKO n=4, 4wk: Control n=4, *Sox17*-cKO n=5, 8wk: Control n=4, *Sox17*-cKO n=3. **f**: 1wk: Control n=3, *Sox17*-cKO n=3, 2wk: Control n=3, *Sox17*-cKO n=3, 4wk: Control n=4, *Sox17*-cKO n=3, 8wk: Control n=3, *Sox17*-cKO n=3. **g**, Control n=5, *Sox17*-cKO n=3. **g**. Distribution of Sertoli cells in the ST of 4-week-old *Sox17*-cKO mice and controls. SOX9 immunostaining shows that the distribution of Sertoli cells marked by SOX9 was not disrupted in *Sox17*-cKO mice. The number of Sertoli cells in each cross-sectioned ST was consistent between *Sox17*-cKO and control animals (**g'**). Control n=6, *Sox17*-cKO n=4. **g''** RT-qPCR analysis of the whole testis from 4-week-old *Sox17*-cKO and control group animals show that the expression levels of Sertoli cell-specific marker genes were not significantly altered in *Sox17*-cKO mice. Control n=4, *Sox17*-cKO n=6 for *Sox9* and Control n=6, *Sox17*-cKO n=6 for others. **h**, Immunohistochemistry of streptavidin AlexaFluor488 conjugate on the testis of 8-week-old control and *Sox17*-cKO mice injected with Biotin tracer into the interstitium, together with a schematic of the experiment on the left. The left panels show low images of the testis at low magnification, while the right panels show the high magnification image with a single-colored channel of the biotin tracer. No biotin tracer was observed in the adluminal compartment of the seminiferous tubules both in the control and *Sox17*-cKO mice. The insets show magnified views of the region surrounded by broken rectangles in each panel (**a, b**). Broken line, tubular wall. Data are mean  $\pm$  s.e.m (**e, f, g'**) or as box-and-whisker plots displaying median, interquartile range (boxes), and minima and maxima (whiskers) (**g''**). Comparisons were made using a two-tailed unpaired Student's *t*-test (**f'**) or two-way repeated-measures ANOVA with Bonferroni's two-sided multiple comparisons (**d, e**). "n" represents the number of biological replicates, and the

experiments were performed with at least three distinct animals with similar results.

\* $P < 0.05$ , \*\* $P < 0.01$ . Scale bars, 50  $\mu\text{m}$  (**a–b, d–h**), 1 mm (**c**).

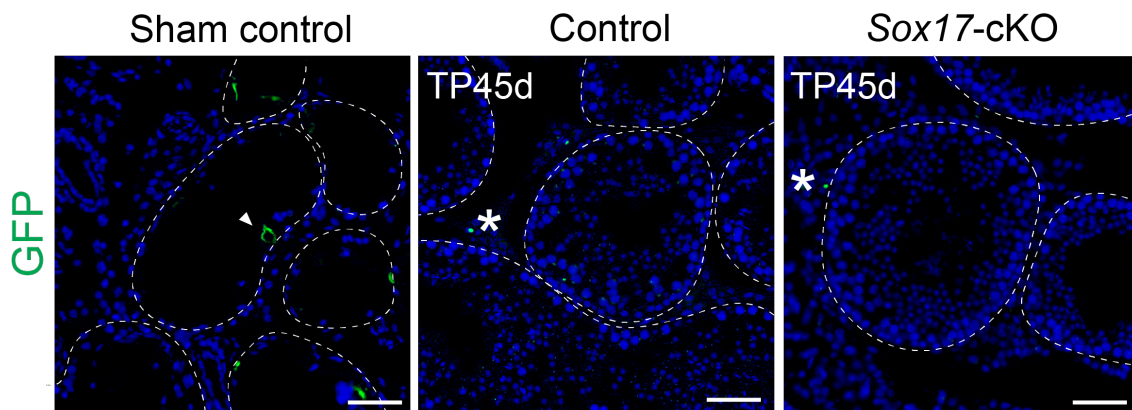

**Supplementary Fig. 7 | GFP-negative donor-derived cells support spermatogenesis in the STs of *AMH-Treck* mouse testes at 45 days post-transplantation.** Immunohistochemistry of GFP in paraffin-embedded testicular sections of diphtheria toxin-pretreated *AMH-Treck* mouse at 45 days after the transplantation. Endogenous Sertoli cells of *AMH-Treck* mice that remained in the ST of sham control testis were distinguished by GFP signals. Spermatogenesis recovered in the *AMH-Treck* testes transplanted with Sertoli and germ cells collected either from *Sox17*-cKO mice (*Sox17*-cKO) or their littermate wild-type control (Control) were supported by GFP<sup>-</sup> donor-derived cells. In this analysis, GFP signals were visualized with GFP immunoreactivity owing to the paraffin embedding process, which diminishes the endogenous EGFP signals. Arrowheads, remaining endogenous Sertoli cells of *AMH-Treck* mice (GFP<sup>+</sup>). Asterisk, autofluorescence in erythrocytes. Broken line, tubular wall. ST, convoluted seminiferous tubule. TP, post-transplantation. The experiments were performed with at least three distinct animals with similar results. Scale bars, 50  $\mu$ m.

## Supplementary Tables

**Supplementary Table 1 | List of probes used for *in situ* hybridization**

| Gene symbol                    | CAT#   | Accession No. |
|--------------------------------|--------|---------------|
| <i>Fgf9</i>                    | 499811 | NM_013518.4   |
| <i>Rspo1</i>                   | 401991 | NM_138683.2   |
| <i>Tgfb2</i>                   | 406181 | NM_009367.3   |
| <i>Wnt4</i>                    | 401109 | NM_009523.2   |
| <i>Sox17</i>                   | 493151 | NM_011441.5   |
| <i>PpiB</i> (positive control) | 313911 | NM_011149.2   |
| <i>DapB</i> (Negative control) | 310043 | EF191515      |

**Supplementary Table 2 | List of primers used for RT-qPCR**

| Target gene                    | Direction | Sequence (5' → 3')         |
|--------------------------------|-----------|----------------------------|
| <i>Actb</i>                    | F         | CCTTCTTGGGTATGGAATCCTGT    |
|                                | R         | CACTGTGTTGGCATAGAGGTCTTTAC |
| <i>Kit</i>                     | F         | AACAACAAAGAGCAAATCCAGG     |
|                                | R         | GGAAGTTGCGTCGGGTCTAT       |
| <i>Dhh</i>                     | F         | CGGGACCTCGTACCCAACTA       |
|                                | R         | TTGCAACGCTCTGTCATCAG       |
| <i>Dmrt1</i>                   | F         | AGAAGCCAAAGCCAGTGTGTTC     |
|                                | R         | ATTCCAGAACTCCCTTCGAGC      |
| <i>GFR<math>\alpha</math>1</i> | F         | ACTGGAGCATGTACCAGAGC       |
|                                | R         | CTTTGGAAATGTGTTCCACTGA     |
| <i>Odf1</i>                    | F         | CCGCAGTTTAGAGAGACTCAG      |
|                                | R         | GATCAGGTTCAAAGCCGCAC       |
| <i>Pax7</i>                    | F         | GGCACAGAGGACCAAGCTC        |
|                                | R         | GCACGCCGGTTACTGAAC         |
| <i>Plzf</i>                    | F         | CGTTGGGGGTCAGCTAGAAAG      |
|                                | R         | CACCATGATGACCACATCGC       |
| <i>Prm1</i>                    | F         | ACAGCCCACAAAATTCCACC       |
|                                | R         | CTTATGGTGTATGAGCGGCG       |
| <i>Sall4</i>                   | F         | CGTTGACACCGAAGGTCGTA       |
|                                | R         | ATGCTAGCAAAGGCGGCATA       |
| <i>Scp3</i>                    | F         | ACACGAGCAGTTCATAAAGAG      |
|                                | R         | TGCCATCTCTTGCTGCTGAG       |
| <i>Sox9</i>                    | F         | AGGAAGTCGGTGAAGAACGG       |

|              |   |                           |
|--------------|---|---------------------------|
| <i>Stra8</i> | R | GGACCCTGAGATTGCCCAGA      |
|              | F | GGAGAAAAAGGCCAGACTCC      |
|              | R | CCACGTCAAAAGCATCTTCA      |
| <i>Wtl</i>   | F | CCAGTGTA AAACTTGTCAGCGAAA |
|              | R | ATGAGTCCTGGTGTGGGTCTTC    |

**Supplementary Table 3. Mapping results of samples analyzed by scRNA-seq**

| Samples             | Total Reads | Mean reads/cell | Median genes/cell | No. of genes detected | No. of cells captured |
|---------------------|-------------|-----------------|-------------------|-----------------------|-----------------------|
| Control 1           | 352267824   | 26359           | 1640              | 23779                 | 13364                 |
| Control 2           | 376410173   | 40095           | 2804              | 23517                 | 9388                  |
| <i>Sox17</i> -cKO 1 | 355820148   | 29018           | 1368              | 23877                 | 12262                 |
| <i>Sox17</i> -cKO 2 | 355464304   | 32353           | 2153              | 23187                 | 10987                 |

**Supplementary Data 1. Marker genes of clusters 0–20 in scRNA-seq analysis.**

**Supplementary Data 2. Differentially expressed genes in the *Sox17*-cKO RT compared to the control RT**

**Supplementary Data 3. Differentially expressed genes in Sertoli cell cluster 18 compared to Sertoli cell clusters 1, 2, and 10**

**Supplementary Data 4. Differentially expressed genes in Sertoli cell clusters (1, 2, 10, 18) between the *Sox17*-cKO and the controls.**

# Supplementary material for: SOX17-positive rete testis epithelium is required for Sertoli valve formation and normal spermiogenesis in the male mouse
**Source:** Nat Commun. 2022 Dec 21;13:7860. doi: 10.1038/s41467-022-35465-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Marker genes of clusters 0–20 in scRNA-seq analysis

**Supplementary Data 2.** Differentially expressed genes in the Sox17-cKO RT compared to the control RT

**Supplementary Data 3.** Differentially expressed genes in Sertoli cell cluster 18 compared to Sertoli cell clusters 1, 2, and 10

**Supplementary Data 4.** Differentially expressed genes in Sertoli cell clusters (1, 2, 10, 18) between the Sox17-cKO and the controls

# Supplementary material for: SOX17-positive rete testis epithelium is required for Sertoli valve formation and normal spermiogenesis in the male mouse
**Source:** Nat Commun. 2022 Dec 21;13:7860. doi: 10.1038/s41467-022-35465-1
**Supplement:** Supplementary file 7 — Reporting Summary

Last updated by author(s): Nov 27, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Image data were obtained by using **by** fluorescence microscopy (BX51N-34-FL-2) or Leica TCS SP8 confocal laser microscopy. The tubule section area and height of the seminiferous epithelia were quantified using ImageJ software Image J (v.2.9.0). scRNAseq data were collected using DNBSEQ-G400RS instrument (MGI).

Data analysis

Statistical data were analyzed by R (v.3.6.1). scRNAseq data were processed using Cell Ranger software (v6.0.2), and analyzed by R (v.3.6.1) with Seurat (v.4), and Python (v.3.8.2) with Scanpy (v.1.9.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Throughout this study, “n” refers to the number of animals. Exact n values are provided in the Methods section in the manuscript. At least three distinct animals were used for each analysis. We used as many animal as possible available for each experiment.                                                                                    |
| Data exclusions | No data were excluded in this study.                                                                                                                                                                                                                                                                                                                |
| Replication     | To ensure the reproducibility, all the experiments were repeated for three times (technical replicate) with similar results. All the experiments were performed with at least three distinct animals (biological replicates) with similar results except for scRNAseq. For scRNAseq, data were obtained from two independent biological replicates. |
| Randomization   | SF1Cre:Sox17flox/flox mice were allocated to Sox17-cKO group (experimental group), while their Sox17flox/flox littermate control was allocated to the Control group. For the analysis of mutant mice, randomization was not feasible since genotypes of the mice needed to be determined.                                                           |
| Blinding        | Blinding was applicable in this study since the authors needed to be aware of genotypes of the mice to perform all analysis.                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |

## Antibodies

Antibodies used

- primary antibodies [format: host anti-protein (company, catalog number, dilution, lot number & Clone number if available)]
1. mouse monoclonal anti-ace-TUB (Sigma, T6793, 1:200, 059M4876V, clone 6-11B-1)
  2. mouse monoclonal anti-aSMA/ACTA2 (Sigma, A5228, 1:500, clone 1A4)
  3. goat polyclonal anti-AMH (Santa Cruz, sc6886, 1:200)
  4. mouse monoclonal anti-CDH1 (BD Transduction lab, 610181, 1:400, 8082613, clone 36/E-Cadherin)
  5. goat polyclonal anti-c-KIT (R&D systems, AF1356, 1:200, IEO0215111)
  6. rabbit monoclonal anti-EPCAM (Abcam, ab32392, 1:100, clone E144)
  7. goat polyclonal anti-GATA4 (Santa Cruz, sc1237, 1:200, J2015)
  8. mouse monoclonal anti-GATA4 (Santa Cruz, sc25310, 1:100, I2321, clone G-4)
  9. rabbit polyclonal anti-GFP (MBL, 598, 1:200, 078)
  10. goat polyclonal GFRa1 (R&D systems, AF560, 1:100, BQE0520031)
  11. rabbit polyclonal anti-HSP70 (Abcam, ab79852, 1:1000, GR281565-44)
  12. rabbit polyclonal anti-KI67 (Abcam, ab15580, 1:400, GR3375617-1)
  13. rabbit monoclonal anti-KRT8 (Abcam, ab53280, 1:200, GR3241174-12, clone EP1628Y)
  14. rabbit polyclonal LAMININ (Abcam, ab11575, 1:200, GR3398522-1)
  15. rabbit monoclonal anti-p-AKT (Cell Signaling, 4060, 1:100, clone D9E)
  16. mouse monoclonal anti-PAX8 (Abcam, ab53490, 1:100, GR3235753-6, clone PAX8R1)
  17. rat monoclonal PECAM1 (Invitrogen, 14-0311-82, 1:100, clone 390)

18. rabbit polyclonal anti-PLZF (Santa Cruz, sc22839, 1:200, G1414)
19. mouse monoclonal SCP3 (Santa Cruz, sc74569, 1:500, L0313, clone D-1)
20. goat polyclonal anti-SOX17 (R&D systems, AF1924, 1:200)
21. rabbit polyclonal anti-SOX9 (Millipore, AB5535, 1:400, 3836442)
22. rabbit polyclonal anti-STAR (Cell Signaling, 8449, 1:100)
23. rabbit polyclonal anti-VASA/MVH (Abcam, ab13840, 1:10000, GR3288578-2)

- secondary antibodies [format: host anti-protein (company, catalog number, dilution, lot number if available)]:

24. chicken anti-mouse Alexa 488 conjugated (Invitrogen, A-21200, 1597055)
25. chicken anti-rabbit Alexa 488 conjugated (Invitrogen, A-21441, 1304742)
26. donkey anti-goat Alexa 488 conjugated (Invitrogen, A-11058, 1445994)
27. goat anti-mouse Alexa 594 conjugated (Invitrogen, A-11032, 2301112)
28. chicken anti-rabbit Alexa 594 conjugate (Invitrogen, A-21442, 1827987)
29. donkey anti-goat Alexa 594 conjugate (Invitrogen, A-11058, 2306782)
30. donkey anti-rabbit Alexa 680 (Invitrogen, A-10043)
31. horse anti-mouse IgG biotinylated (Vector Laboratories, BA-2001)
32. goat anti-rabbit IgG biotinylated (Vector Laboratories, BA-1000, ZF0809)
33. rabbit anti-goat IgG biotinylated (Vector Laboratories, BA-5000, ZF0306).

## Validation

All the antibodies used in this study are commercially available, validated by the manufactures or by our laboratory:

1. Anti-ace-TUB (<https://www.sigmaaldrich.com/JN/en/product/sigma/t6793>)
2. Anti-aSMA/ACTA2 (<https://www.sigmaaldrich.com/JN/en/product/sigma/a5228>)
3. Anti-AMH (<https://www.citeab.com/antibodies/814608-sc-6886-mis-antibody-c-20>)
4. Anti-CDH1 (<https://www.bdbiosciences.com/en-eu/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-e-cadherin.610181>)
5. Ant-c-KIT ([https://www.rndsystems.com/products/human-mouse-cd117-c-kit-antibody\\_af1356](https://www.rndsystems.com/products/human-mouse-cd117-c-kit-antibody_af1356))
6. Anti-EPCAM (<https://www.abcam.com/epcam-antibody-e144-ab32392.html>)
7. Anti-GATA4 (<https://www.scbt.com/p/gata-4-antibody-c-20>)
8. Anti-GATA4 (<https://www.scbt.com/p/gata-4-antibody-g-4>)
9. Anti-GFP (<https://ruo.mbl.co.jp/bio/dtl/A/?pcd=598>)
10. Anti-GFRa1 ([https://www.rndsystems.com/products/rat-gfr-alpha-1-gdnf-r-alpha-1-antibody\\_af560](https://www.rndsystems.com/products/rat-gfr-alpha-1-gdnf-r-alpha-1-antibody_af560))
11. Anti-HSP70 (<https://www.abcam.com/hsp70-antibody-ab79852.html>)
12. Anti-KI67 (<https://www.abcam.com/ki67-antibody-ab15580.html>)
13. Anti-KRT8 (<https://www.abcam.com/cytokeratin-8-antibody-ep1628y-cytoskeleton-marker-ab53280.html>)
14. Anti-LAMININ (<https://www.abcam.com/laminin-antibody-ab11575.html>)
15. Anti-p-AKT (<https://en.cellsignal.jp/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>)
16. Anti-PAX8 (<https://www.abcam.com/pax8-antibody-pax8r1-ab53490.html>)
17. Anti-PECAM1 (<https://www.thermofisher.com/antibody/product/CD31-PECAM-1-Antibody-clone-390-Monoclonal/14-0311-82>)
18. Anti-PLZF (<https://www.scbt.com/p/plzf-antibody-h-300>)
19. Anti-SCP3 (<https://www.scbt.com/p/scp-3-antibody-d-1>)
20. Anti-SOX17 ([https://www.rndsystems.com/products/human-sox17-antibody\\_af1924](https://www.rndsystems.com/products/human-sox17-antibody_af1924))
21. Anti-SOX9 ([https://www.merckmillipore.com/JP/ja/product/Anti-Sox9-Antibody,MM\\_NF-AB5535?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.merckmillipore.com/JP/ja/product/Anti-Sox9-Antibody,MM_NF-AB5535?ReferrerURL=https%3A%2F%2Fwww.google.com%2F))
22. Anti-STAR (<https://en.cellsignal.jp/products/primary-antibodies/star-d10h12-xp-rabbit-mab/8449>)
23. Anti-VASA/MVH (<https://www.abcam.com/ddx4--mvh-antibody-ab13840.html>)
24. Anti-mouse Alexa 488 conjugated (<https://www.thermofisher.com/antibody/product/Chicken-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21200>)
25. Anti-rabbit Alexa 488 conjugated (<https://www.thermofisher.com/antibody/product/Chicken-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21441>)
26. Anti-goat Alexa 488 conjugated (<https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11058>)
27. Anti-mouse Alexa 594 conjugated (<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11032>)
28. Anti-rabbit Alexa 594 conjugate (<https://www.thermofisher.com/antibody/product/Chicken-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21442>)
29. Anti-goat Alexa 594 conjugate (<https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11058>)
30. Anti-rabbit Alexa 680 (<https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10043>)
31. Anti-mouse IgG biotinylated (<https://vectorlabs.com/products/antibodies/biotinylated-horse-anti-mouse-igg-rat-adsorbed>)
32. Anti-rabbit IgG biotinylated (<https://vectorlabs.com/products/antibodies/biotinylated-goat-anti-rabbit-igg>)
33. Anti-goat IgG biotinylated (<https://vectorlabs.com/products/antibodies/biotinylated-rabbit-anti-goat-igg>).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Housing condition: Animals were provided with water and commercial laboratory mouse chow ad libitum and were housed under controlled lighting conditions (daily light from 08:00 to 20:00) with temperatures of 18-23°C and 40-60% humidity.  
Species: *Mus musculus*

Strain: C57B6/BL, Nr5a1Cre, SF1Cre:Sox17<sup>fl</sup>/flox, Sox17flox/flox, AMH-Treck, WBB6F1/KitW/KitW-v/Slc (W/Wv), SF1Cre:ROSA26tdTomato, Sox17-eGFP knock-in mice.

Sex: Since it is a study focused on testis, only males were used for data collection,

Age: E12.5-18.5, 1, 2, 3, 4, 8-week-old, 11-week-old

Wild animals

No wild animals were used in this study.

Field-collected samples

No field-collected samples were used in this study.

Ethics oversight

All animal experiments were performed following the Guidelines for Animal Use and Experimentation at the University of Tokyo, and all experimental procedures performed herein were approved by the Institutional Animal Care and Use Committee, Graduate School of Agricultural and Life Sciences, University of Tokyo (approval IDs: P13-762 and P13-764).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

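The data are single-cell RNA counts from the region of the mouse testis that holds the RT and adjacent tubules, at P14, in 2 control and 2 *Sox17*-cKO libraries, each pooled from 3 pups. The authors captured cells with the 10x Genomics 3' kit and counted UMIs per gene and barcode with Cell Ranger against mm10. The deposited values are whole UMI counts for 46001 barcodes, filtered by Cell Ranger for barcodes that hold cells, and not normalized. The count tables carry Cell Ranger version 6.0.2 in control 1 and *Sox17*-cKO 1 and 6.1.2 in control 2 and *Sox17*-cKO 2. Of the identifiers, 99.6% were found in GENCODE vM21, which served for coordinates and gene types.

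Cells with 1000 to 4500 detected features were kept (22567). The paper's limit of 1% mitochondrial UMIs was not applied, because it left 212 cells. This departure was chosen after the counts were seen, and all classes and tests rest on it. Counts were normalized, integrated by canonical correlation over the 4 libraries, entered with the controls first, and clustered with Seurat 5.3.0 in R 4.3.3, with 2000 variable features, 20 principal components and a resolution of 0.4. The 96 reported genes were left out of the variable features. A cluster was named from marker lists fixed before the data were examined. Doublets were scored with Scrublet in Scanpy 1.11.5 (Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3) and kept.

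UMIs were summed per library and class and compared with edgeR 4.0.16 (TMM normalization, filterByExpr at its default limits, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05, two-sided). Genotypes were compared with 2 libraries against 2, and classes with the library as a block. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. The difference between the *Sox17* changes in RT-like and endothelial-like cells was tested as an interaction, a test added after the data were seen. Shares of cells have exact binomial intervals at 95% and an exact permutation test over the libraries. Levels in CPM use all UMIs of the class, whereas fold changes use TMM scaling. The retained cells held 42011650, 41477711, 33649565 and 39253574 UMIs in control 1, control 2, *Sox17*-cKO 1 and *Sox17*-cKO 2. At 241710 UMIs, the smallest RT-like sum, 1 UMI is 4.14 CPM.

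Data with 200 changed genes were simulated at the depth of each comparison. Each gene took the spread between libraries fitted for its level, without further differences between genes, so recovery in the real data may be lower. The edgeR steps were tested on these simulated data. They recovered 45.3% of the changed genes in RT-like cells, 37.8% in all Sertoli-like cells, 41.8% in SV Sertoli-like cells, 72.3% between SV and other Sertoli-like cells and 59.2% between RT-like and Sertoli-like cells, with 3, 2, 5, 12 and 5 false calls and 0 calls of the wrong sign.

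The genes named were chosen by a rule fixed before the data were examined: genes that the paper's text names for these data, the first 10 genes of Supplementary Data 2, of Supplementary Data 3 and of the cluster 18 sheet of Supplementary Data 4 (whose values there had been seen), up to 5 genes higher and 5 lower with the smallest adjusted p in each test whose libraries agree in direction, and ligand and receptor genes past the threshold. Genes used to name the SV Sertoli-like cluster are not reported as results of that comparison, apart from tallies over the paper's tables and values beside the paper's. *Lbhd2* and *Hspa1a* fall outside the rule and were named after their values were seen. Alternatives fixed before the data were examined were the other reading of the mitochondrial genes, removal of Scrublet doublets, reported genes kept in clustering, no integration, a resolution of 0.8, each library left out, no filter on low counts, DESeq2 1.42.0, the replicate number as a block, and for gene sets fry and an estimated correlation. Added after the data were seen were removal of the highest doublet scores, a limit of 10% mitochondrial UMIs, the *Sox17*-cKO libraries entered first into the integration (added when a rerun in that order gave 20 clusters in place of 21), another order of the genes in the second clustering of Sertoli-like cells without integration, the ligand set without *Rspo1* and without the genes named as reduced, and the alternatives for the RT-like against Sertoli-like comparison and for the other classes. In situ hybridization and histology were not analysed here.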

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

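The test of *Sox17* in endothelial-like cells was set before the result was seen, while the test of the difference between classes and the tests of RT RNA, of arterial genes and of *Nr5a1* in endothelial-like cells were chosen only after the result was seen.

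The change of *Sox17* differed between RT-like and endothelial-like cells. In RT-like cells the log2 fold change of *Sox17*-cKO over control was -3.14 (adjusted p = 0.0179, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 2 of 2 *Sox17*-cKO libraries than in both controls. In endothelial-like cells it was -2.03 (unadjusted p = 0.000485, adjusted p = 0.476), also lower in both. The difference, tested as an interaction, was -1.14 (standard error 0.475, unadjusted p = 0.0228, adjusted p = 0.715 over 5403 genes). With the *Sox17*-cKO libraries entered first into the integration, an order tried after the data were seen, it was -1.05 (unadjusted p = 0.0365). The difference is reported here for its unadjusted p, and it was not past the threshold over all genes. Both changes are negative, so the difference is one of size.

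The tables argue against RT-like cells or their RNA as the source of *Sox17* in the endothelial-like cells. The controls' endothelial-like cells held 1 UMI of *Pax8*, *Krt8* and *Cdh1* together, which allows at most 3.52% of RT RNA, and that share would give 11.5 CPM of *Sox17* where 387.5 CPM were counted.

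Other explanations stay open. A list of 9 arterial genes was lower in the *Sox17*-cKO libraries by a mean log2 ratio of -1.45 and in both pairs, while the endothelial markers were at 0.19 and 0.37. *Sema3g* had 20 and 12 UMIs in the controls and 0 in both *Sox17*-cKO libraries, and *Gja5* had 11 and 6 against 1 and 0. Together with the 4 control cells that hold most of the *Sox17* UMIs, outside which the levels were 228 and 117 CPM in the controls and 102 and 101 CPM in the *Sox17*-cKO libraries, a candidate explanation is that fewer arterial cells were captured, among 8, 24, 14 and 26 cells. Lower arterial genes after a loss of *Sox17* would look alike. *Nr5a1* was at 51.8 CPM in endothelial-like cells (lower limit 34.1) where RNA of the other classes would give 3.04, so activity of the *Nr5a1* sequences and of Cre in these cells may also contribute. It rests on 3, 4, 4 and 16 UMIs. None of these explanations was separated from the others by a test, and depth is low in this class. The paper reports from in situ hybridization at a later age that *Sox17* in vessels of the interstitium was conserved, which was not analysed here.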

How the results depend on the processing

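The limit of 10% mitochondrial UMIs, the removal of the highest doublet scores, the entry of the *Sox17*-cKO libraries first into the integration, another order of the genes in the second clustering, the ligand set without *Rspo1*, and the alternatives for RT-like against Sertoli-like cells and for endothelial-like, germ-like, interstitial-like and macrophage-like cells were chosen only after the data were seen, and the other alternatives were fixed before the data were examined. Where a library is left out, the lone library of its genotype is assumed to vary like the others.

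Of 19 comparison results, 6 kept direction and side of the threshold, or stayed within 1.5 times the count, under every alternative in this tally. The size of the SV Sertoli-like class is one of the 6, but it moved further with the genes in another order (354 cells, below). *Sox17* in RT-like cells is another, from -3.30 to -2.89 over 14 alternatives, some of which left the RT-like cells unchanged. Of 946 values for 71 pairs of a named gene and a comparison, 876 kept direction and side of the threshold, 37 moved past the threshold, 13 fell short of it and 20 reversed. All values were kept for 48 pairs, though a gene with all values kept in one comparison can have changed in another.

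The stated limit of 1% mitochondrial UMIs left 212 cells, under both readings, and the gene tests were not run there. Without integration the SV Sertoli-like class held 337 cells, and 354 with the genes in another order, against 234, so that whether its size moved by more than 1.5 times depends on that order. The order in which the libraries enter the integration is arbitrary. The controls were entered first, as in the first run, and the other order was tried when a rerun had used it. It gave 20 clusters, 227 RT-like and 223 SV Sertoli-like cells, 4 genes past the threshold in RT-like cells and 3428 between SV and other Sertoli-like cells, *Sox17* at -3.13, and no longer *Sulf1* past the threshold (-2.77) or the receptor set past 0.05 (0.42).

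The number of genes past the threshold in RT-like cells was 4 without integration and 4 with the highest doublet scores removed, both without *Sulf1* (-2.77 and -2.71), 16 below 10% mitochondrial UMIs, 99 with no filter on low counts and 21 with DESeq2, which called 8 higher and 13 lower where edgeR called 0 and 6. With no filter the numbers were 4 in SV Sertoli-like, 12 in endothelial-like, 3 in germ-like, 13 in interstitial-like and 9 in macrophage-like cells. DESeq2 called 2 in endothelial-like and 1 in interstitial-like cells. The cause was not tested. With 1 library left out, the numbers ranged from 11 to 106 in RT-like cells (11 without control 1, 23 without control 2, 106 without *Sox17*-cKO 1, 68 without *Sox17*-cKO 2), from 2 to 13 in SV Sertoli-like (13, 7, 2 and 9 in the same order), from 0 to 6 in all Sertoli-like (0, 0, 6 and 2), from 2 to 16 in endothelial-like (2, 16, 8 and 15), from 1 to 5 in germ-like (1, 2, 5 and 4), from 0 to 1 in interstitial-like (1 without control 2) and from 0 to 16 in macrophage-like cells (7, 0, 13 and 16). Genotype calls are thus sensitive to single libraries.

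*Rspo1* in RT-like cells moved past the threshold below 10% mitochondrial UMIs (-3.77, adjusted p = 0.0235), with no filter (-3.68) and with DESeq2 (-3.63), and with each library left out, from -4.26 to -2.81, over a range of adjusted p from 2.66e-13 to 0.101. *Sox17* in endothelial-like cells did so with no filter (-2.00, adjusted p = 0.0484) and without control 2 (-2.28), from -2.28 to -1.77 with a library left out, over a range from 0.0173 to 0.749. The ligand set was no longer past 0.05 with fry or an estimated correlation (mean -0.72 in both), and ranged from -0.94 to -0.26 with a library left out, with p = 0.482 without control 2. Without *Rspo1*, a set chosen after the values were seen, its mean was -0.23 and not past 0.05. The receptor set was no longer past 0.05 with Scrublet doublets removed (0.23), with the highest doublet scores removed (0.19), or with fry or an estimated correlation (0.35 in both), and ranged from 0.30 to 0.45 with a library left out, with p = 0.103 without control 2 and 0.131 without *Sox17*-cKO 1. It stayed past 0.05 by camera with the reported genes kept (0.40), at a resolution of 0.8 (0.34), without integration (0.39) and below 10% mitochondrial UMIs (0.77), the last 2 by fry too, and without control 1 (0.41) and *Sox17*-cKO 2 (0.45). Both sets were taken from what the paper reports for the same libraries.

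Values that reversed were small. Below 10% mitochondrial UMIs *Cdh1* in RT-like cells was 0.10, *Gata4* 0.033, *Cyp26a1* between SV and other Sertoli-like cells 0.17 and *Sox9* between RT-like and Sertoli-like cells 0.045. *Gata4* was 0.013 with the highest doublet scores removed, and *Cyp26a1* was 0.0017 with Scrublet doublets removed, 0.29 without integration and 0.077 with the *Sox17*-cKO libraries first. With a library left out, *Pax8* in RT-like cells ranged from -0.82 to 0.13, *Cdh1* from -0.20 to 0.29, *Sox9* from -0.10 to 0.64, *Gata4* from -0.61 to 0.26, *Gdnf* from -0.20 to 0.50 and *Kitl* from -0.33 to 0.27, *Cyp26a1* between classes from -0.58 to 0.19, and *Sox9* between classes from -0.30 to 0.011. The cause was not tested.

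The replicate number coincides with the Cell Ranger version and with class shares, but neither the paper nor the labels say that a number marks a shared batch, and with 2 pairs the data cannot settle it. As a block it gave 275 genes in RT-like (134 higher, 141 lower), 6 in endothelial-like and 27 in macrophage-like cells, and values past the threshold for, among other named genes, *Tgfb2* (-0.90, adjusted p = 6.39e-05), *Rspo1* (-3.63), *Sox17* in endothelial-like cells (-1.99, adjusted p = 0.0438) and *Wt1* in RT-like cells (-0.67, adjusted p = 0.0424). The correlation between the deviations of equally numbered libraries was positive in all 7 comparisons of the genotypes, from 0.284 in endothelial-like to 0.612 in all Sertoli-like cells (0.436 in RT-like). Whether the block is right thus matters for the calls and stays open, and it is given only as an alternative.

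Depth limits the RT-like, SV Sertoli-like and endothelial-like classes, where *Fgf2*, *Fgf9*, *Fgf12* and *Wnt4* in RT-like cells did not pass the filter on low counts.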

Differences from the paper's values

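The tally of the paper's genes and the scale of its fold changes were computed after its tables were seen, and the limit of 10% mitochondrial UMIs, the removal of the highest doublet scores and the entry of the *Sox17*-cKO libraries first into the integration were chosen only after the data were seen. The paper's tests take cells as replicates, and those here take libraries. The paper's text gives 20 clusters, while the title of its Supplementary Data 1 gives clusters 0 to 20, which are 21, and 21 were found here, with 20 when the reported genes were kept in clustering and 20 with the *Sox17*-cKO libraries entered first into the integration, an order chosen after seeing the values, under which 2 of the 6 genes called in RT-like cells are no longer called.

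In RT-like cells the paper lists 59 genes past its threshold, and 6 were past it here. Of the paper's 59 genes, 57 were tested and 57 of 57 changed in the paper's direction, 49 of them with an unadjusted p under 0.05. None of the alternatives set before the data were examined gave the paper's count. Past the threshold were 6 of the paper's 59 genes, and 9 without control 1, 17 without control 2, 36 without *Sox17*-cKO 1, 27 without *Sox17*-cKO 2, 37 with no filter on low counts, 19 with DESeq2, 54 with the replicate number as a block and 14 below 10% mitochondrial UMIs (a limit chosen after seeing the values, which drops 0 of the 6). In all Sertoli-like cells the paper lists 166 genes and 0 were past the threshold by edgeR (84 at an unadjusted p under 0.05, 0 by DESeq2). Of the paper's genes 154 were tested under its names (155 by identifier, none past the threshold) and 154 changed in its direction, 117 of them in both pairs of libraries and 9 with an unadjusted p under 0.05, and no alternative came within the paper's count, while 2 of them were past the threshold without *Sox17*-cKO 1 (one is *Gm10076*). In SV Sertoli-like cells the paper lists 3 genes and 0 were past the threshold by edgeR (100 at an unadjusted p under 0.05, 0 by DESeq2), with all 3 in the paper's direction and 0 of them at an unadjusted p under 0.05 (0 by DESeq2). No alternative gave the paper's count of 3 genes. With no filter on low counts 4 genes were past the threshold, and 0 of the paper's 3 were among them. Between SV and other Sertoli-like cells the paper lists 1080 genes and 3327 were past the threshold here, of which 903 are among the paper's by name, and 910 with 7 genes that the files hold under an earlier name matched by identifier (903 became 927 without integration, of them 40 not past it otherwise; others called were 45 below 10% mitochondrial UMIs, which drops 68, and 5 with the *Sox17*-cKO libraries first, which drops 28, both chosen after seeing the values, and 1 with Scrublet doublets removed, 3, 15, 2 and 4 without control 1, control 2, *Sox17*-cKO 1 and *Sox17*-cKO 2), and no alternative came within the paper's count.

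On the paper's own scale, the average log2 fold change over cells between SV and other Sertoli-like cells, the paper's value and the value here were 1.65 and 1.21 for *Tgfb2*, 2.11 and 1.46 for *Adamts1*, 1.26 and 1.11 for *Clic5*, 1.17 and 0.73 for *Nes*, 1.94 and 1.41 for *Igfbp3*, 1.01 and 0.70 for *Rtn1*, and 1.61 and 1.28 for *Lbh*, of which *Clic5*, *Igfbp3* and *Rtn1* served to name the cluster. In SV Sertoli-like cells by genotype they were 0.79 and 0.43 for *Timp2* and 0.59 and 0.29 for *Kidins220*. Of the alternatives set before, *Clic5* came nearer the paper's value without control 1 (1.15) and without control 2 (1.13), but stayed below it. It was also nearer, and below, with the *Sox17*-cKO libraries first (1.14), an order chosen after seeing the values, which drops 28 of the 903. All these genes have the paper's sign, and the values of the paper's table correlated with those here at r = 0.95 for the classes and 0.883 for the genotypes.

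The paper states that *Sox17* was decreased specifically in the RT cluster. From in situ hybridization at a later age, it also reports that *Sox17* was conserved in vessels of the interstitium. *Sox17* was lower in RT-like cells here (-3.14). It was also lower in endothelial-like cells (-2.03, unadjusted p = 0.000485, adjusted p = 0.476, edgeR's quasi-likelihood test), with an interaction of -1.14. The endothelial-like class held 72 cells. On its UMAP the paper places cells with *Cyp26a1* around the SV Sertoli cluster, and it reports in situ hybridization at a later age. A level compared between classes does not test nearness on a UMAP. In SV Sertoli-like against the other Sertoli-like cells, the log2 fold change of *Cyp26a1* was -0.00, higher in 1 of 4 libraries. *Wnt4*, placed there too, was higher by 4.88 in 4 of 4. The paper lists *Tgfb2* and *Pdgfa* among the genes reduced in the RT. It also reports lower signals of *Tgfb2*, *Rspo1* and *Fgf9* there by in situ hybridization at a later age, not analysed here. *Tgfb2* and *Pdgfa* were lower here (-0.84 and -0.92) without passing the threshold, and *Tgfb2* passed it only with the replicate number as a block. *Rspo1*, listed with them, was lower (-3.67, adjusted p = 0.0507) and passed it with each library left out, with no filter on low counts, with DESeq2, with the replicate number as a block, and below 10% mitochondrial UMIs, a limit chosen after seeing the values. Of the other first genes of Supplementary Data 2, *Ly6e*, *Rnase12*, *Chrdl2* and *Kctd14* passed it without control 2, without *Sox17*-cKO 1 and without *Sox17*-cKO 2, with no filter, with DESeq2 and with the block (*Rnase12* and *Kctd14* below 10% mitochondrial UMIs too), *Gm10076* without *Sox17*-cKO 1, with no filter and with the block, *Nbl1* with no filter and with the block, and *Rpl35* with the block. In SV Sertoli-like cells *Wnt4* passed it without *Sox17*-cKO 2 and *Gm10076* without *Sox17*-cKO 1. The paper states that *Kitl* was higher in *Sox17*-cKO mice, while its value here was -0.13, and 0.27 without control 2, and *Gdnf*, stated with it, was 0.11, and -0.20 without control 1. The paper names *Sox3* as expressed in the RT, while here it had 9 UMIs in RT-like cells, at 5.99 CPM against 6.95 CPM in Sertoli-like and 57.3 CPM in germ-like cells, and *Sox9*, named with it, was at 380 CPM.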

Other observations

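The test of free RNA for the *Sox17* left in RT-like cells was set before the result was seen, and the tests for *BC048679* and *Ap3b2*, *Gm10076*, the mitochondrial limit and *Nr5a1* were chosen only after the results were seen.

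*Sox17* UMIs remained in the RT-like cells of the *Sox17*-cKO libraries (11 and 23, at 45.5 and 34.6 CPM). The tables argue against free RNA from other cells as the whole source, since germ-like cells of these libraries had at most 0.197 CPM. Cells without recombination and transcripts from the recombined allele were not tested and stay open.

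*BC048679* and *Ap3b2* lie 349 bases apart on the same strand of chromosome 7. In RT-like cells *BC048679* had 257 UMIs in the controls and 3 in the *Sox17*-cKO libraries, and *Ap3b2* had 77 and 0. A loss of the *Ap3b2* gene or its reads in all cells is argued against by 16 UMIs in germ-like cells of the *Sox17*-cKO libraries and 17 in those of the controls (ratio 1.2, interval for counting error 0.568 to 2.53). Lower expression of the whole region is argued against by the 7 other genes tested within 1 Mb, whose median log2 fold change was -0.0669 (6 lower and 1 higher, from -0.53 to 0.33). *BC048679* also had 13 UMIs in Sertoli-like, 12 in germ-like and 7 in interstitial-like cells of the controls and 0 in those of the *Sox17*-cKO libraries. A candidate explanation that stays open is transcription running from one gene into the other, and a variant carried by one genotype's mice is another. Neither was tested.

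*Gm10076*, a lincRNA, was lower in both pairs in 6 of 6 classes, so a change in RT-like cells alone is excluded. The median log2 ratio of *Sox17*-cKO 2 to *Sox17*-cKO 1 over these classes was -2.23, against -0.42 for *Sox17*-cKO 1 to the control mean, so a difference between single libraries may account for most of it. The median change of ribosomal protein genes was -0.15 in RT-like, -0.28 in Sertoli-like and 0.02 in endothelial-like cells. No biological explanation was tested.

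The stated limit of 1% mitochondrial UMIs kept 1 RT-like cell, in 1 library, so clusters of the paper's size could not come from that limit applied as stated to these counts. What was applied was not tested.

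*Nr5a1* was higher in RT-like cells of the *Sox17*-cKO libraries (1.05, unadjusted p = 0.0508, adjusted p = 0.873, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Whether this is a Cre transgene with *Nr5a1* sequence that the controls lack cannot be told apart from a difference of one library, since the log2 ratio in Sertoli-like cells was 0.0843 in the pair numbered 1 and the rise was in *Sox17*-cKO 2. The conflict between the methods and the sample records on the controls' genotype keeps it open.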
